# Deep brain stimulation of thalamic nucleus reuniens promotes neuronal and cognitive resilience in an Alzheimer’s disease mouse model

**DOI:** 10.1038/s41467-023-42721-5

**Published:** 2023-11-02

**Authors:** Shiri Shoob, Nadav Buchbinder, Ortal Shinikamin, Or Gold, Halit Baeloha, Tomer Langberg, Daniel Zarhin, Ilana Shapira, Gabriella Braun, Naomi Habib, Inna Slutsky

**Keywords:** Alzheimer's disease, Neural circuits, Cellular neuroscience

## Abstract

The mechanisms that confer cognitive resilience to Alzheimer’s Disease (AD) are not fully understood. Here, we describe a neural circuit mechanism underlying this resilience in a familial AD mouse model. In the prodromal disease stage, interictal epileptiform spikes (IESs) emerge during anesthesia in the CA1 and mPFC regions, leading to working memory disruptions. These IESs are driven by inputs from the thalamic nucleus reuniens (nRE). Indeed, tonic deep brain stimulation of the nRE (tDBS-nRE) effectively suppresses IESs and restores firing rate homeostasis under anesthesia, preventing further impairments in nRE-CA1 synaptic facilitation and working memory. Notably, applying tDBS-nRE during the prodromal phase in young APP/PS1 mice mitigates age-dependent memory decline. The IES rate during anesthesia in young APP/PS1 mice correlates with later working memory impairments. These findings highlight the nRE as a central hub of functional resilience and underscore the clinical promise of DBS in conferring resilience to AD pathology by restoring circuit-level homeostasis.

## Abstract (web summary)

The mechanisms that confer cognitive resilience to Alzheimer’s disease are not fully understood. Here, the authors uncover the role of the nucleus reuniens in promoting resilience through the suppression of hyperexcitability and the restoration of circuit-level homeostasis to prevent memory decline.

## Introduction

Alzheimer’s disease (AD) is a progressive neurodegenerative disorder that accounts for the vast majority of dementia cases. Pathologically, it is characterized by amyloid deposits and neurofibrillary tangles present in the brain upon autopsy. Clinically, it manifests as a progressive decline in cognitive functions. The presymptomatic phase of the disease, occurring 10–20 years before cognitive impairments, is marked by early amyloid-β deposition, followed by cortical hypometabolism, accumulation of tau pathology and hippocampal volume loss^1,2^. Moreover, ~30% of individuals with AD-type neuropathology do not meet criteria for dementia during their lifetime^3^. Despite significant progress in understanding the biochemical^4^, synaptic^5^ and network-wide^6^ abnormalities associated with AD, the circuit mechanisms that underlie resilience to synaptic, circuit, and cognitive dysfunctions in the face of neuropathology remain largely unknown^7^. Gaining insights into the neurobiological basis of stable, resilient states may provide strategies to prevent the transition from dormant to symptomatic disease phase.

Aberrations in low-arousal brain states, such as those occurring during sleep^8–12^ and induced by general anesthesia^13–15^, have been associated with an increased risk of AD pathology and cognitive impairments. Extensive research has examined the bidirectional relationships between sleep and AD-related pathology^12,16–22^. Nevertheless, the mechanisms by which another low-arousal brain state, induced by general anesthesia, impacts the progression of the disease, remain elusive. Postoperative cognitive dysfunction (POCD) is a common occurrence, particularly among the elderly, and its symptoms may persist for months or even years^23^. Studies in familial AD (fAD) mouse models have predominantly focused on investigating the role of amyloid and tau pathologies in anesthesia-induced cognitive impairments^14,23–25^. Our recent work reveals that general anesthesia exposes dyshomeostasis of CA1 neuronal activity and interictal epileptiform spikes (IESs) during the prodromal disease stage, preceding cognitive decline in distinct fAD mouse models^26^. However, some central questions have remained open. What neural circuitry is responsible for the increased susceptibility to cognitive dysfunctions induced by anesthesia in the context of AD? Could the disruption of neuronal activity homeostasis, exposed by anesthesia, accelerate cognitive dysfunctions during the prodromal stage of the disease? Lastly, do the circuit-level mechanisms exposed by anesthesia during the prodromal phase of AD contribute to the subsequent age-dependent cognitive decline as the disease advances?

In this study, we investigated the functional consequences of IESs, and the neuronal circuitry involved in their regulation. Specifically, we focused on investigating the outputs of the nucleus reuniens (nRE) of the midline thalamus, as it serves as the primary source of thalamic inputs to the hippocampal CA1 region^27,28^. We examined whether the nRE plays a role in regulation of IESs and whether this early hyperexcitability contributes to spatial working memory (SWM) deficits in the APP/PS1 fAD mouse model. Our study identifies the crucial role of the nRE in regulating anesthesia-induced IESs in the CA1 and mPFC brain regions during the prodromal disease stage and their role in SWM dysfunctions in the prodromal disease stage. It prompted further investigation into whether the same circuit-level mechanisms are involved in cognitive dysfunctions as the disease advances. Indeed, we found that the rate of IESs predicts the severity of working memory impairment in the later, symptomatic disease stage. Our findings demonstrate the effectiveness of tonic DBS of the nRE (tDBS-nRE) in preventing dysfunctions at the synaptic, network, and cognitive levels. As a result, the nRE-CA1-mPFC circuit emerges as a brain circuit that promotes neuronal and cognitive resilience to amyloid pathology in the context of AD.

## Results

### Anesthesia induces abnormal response at electrophysiological, behavioral, and transcriptional levels in the hippocampus of fAD mice

Recordings of local field potentials (LFPs) in the CA1 area of the hippocampus in early-stage, 4–5 months old APP/PS1 (APP_SWE_/PS1ΔE9) mice revealed frequent high-voltage IESs (3.22 ± 0.51 per min) under general anesthesia (1.5% isoflurane, Fig. 1a-b). IESs rarely happened in wild-type (WT) mice under anesthesia (0.216 ± 0.095 per min, Fig. 1a-b). This indicates that anesthesia exposes early dysfunctions in CA1 area of the hippocampus of APP/PS1 mice, confirming the results of our previous study^26^. CA1 activity is normal during active wakefulness in cognitively unimpaired APP/PS1 mice^26^. We hypothesized that general anesthesia would also expose initial cognitive deficits in early-stage fAD mice. As working memory is a central component of cognitive function and is particularly susceptible to AD^29,30^, we asked whether anesthesia produces a lasting disruption to SWM in APP/PS1 mice before the appearance of innate memory impairments.

**Fig. 1:**
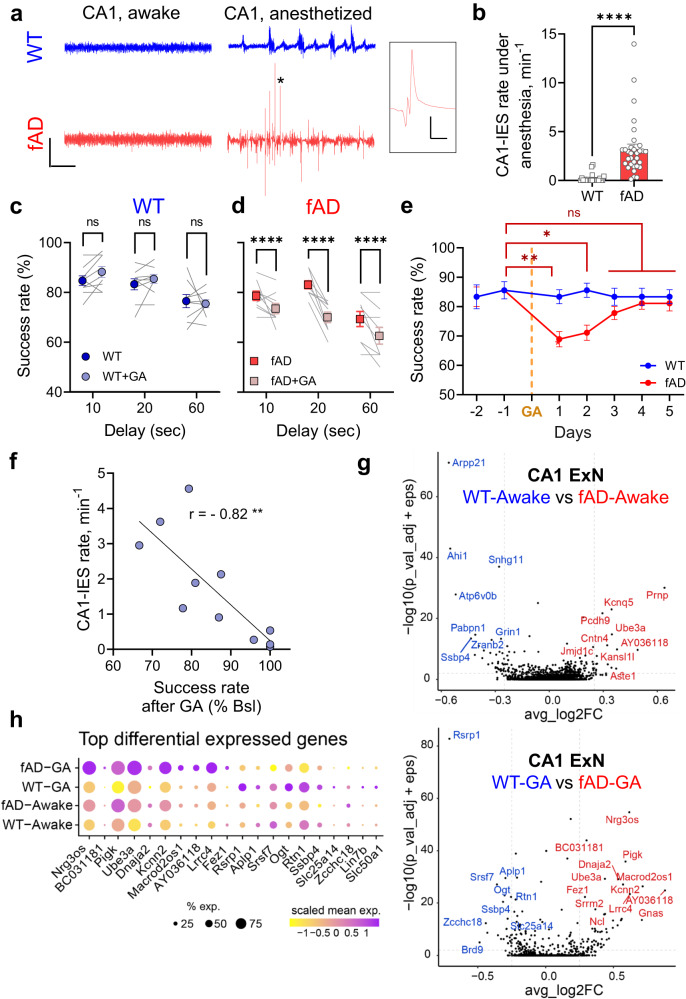
Anesthesia induces CA1 hyperexcitability, transient impairment of spatial working memory, and abnormal transcriptional response of CA1 excitatory neurons in fAD, but not in WT mice. **a** Representative CA1 LFP traces in WT (top) and fAD (bottom) mice during awake (left) and general anesthesia (GA: 1.5% isoflurane, right). fAD mice show interictal epileptiform spikes (IESs) under anesthesia. Scale bars: 10 s, 2 mV. Zoom-in on IES marked by an asterisk. Scale bars: 50 ms, 2 mV. **b** fAD mice had more IESs during GA (WT *n* = 22, fAD *n* = 32, *P* < 0.0001, Mann–Whitney two-tailed test). **c** Spatial working memory (SWM) was stable in WTs (*n* = 9) after GA (*P* = 0.34, Two-way ANOVA, Sidak’s multiple comparisons: *P* = 0.27, 0.65 and 0.94 for 10, 20 and 60 sec delays, respectively). **d** SWM was impaired in fAD mice (*n* = 9) following GA (*P* = 0.0046, Two-way ANOVA, Sidak’s multiple comparison tests: *P* < 0.0001 for all the delays). **e** Delta maze success rate of WT (blue, *n* = 9) and fAD (red, *n* = 9) male mice before and after GA for the 20 s delay. SWM impairments were transient in fAD group (*P* = 0.043, 0.027, and >0.9 for day 1, 2, and 3–5 days after GA, respectively; Friedman test, Dann’s multiple comparisons). **f** CA1-IES frequency inversely correlated with post-GA SWM (Spearman *r* = −0.9154, *P* = 0.0016, *n* = 11). **g** Differentially expressed genes in fAD vs. WT male mice during awake (top) and GA (bottom) states in CA1-ExN. Volcano plots depict log-fold-change (FC, x-axis) and -log(P-value) (y-axis) of differential gene expression. snRNA-seq data from 4 mice per group (WT-Awake, fAD-Awake, and WT-GA), and 3 mice in fAD-GA group. 2425 and 2807 CA1-ExN nuclei in awake, 2497 and 3299 CA1-ExN nuclei in GA, for fAD and WT, respectively; MAST test *P* value, FDR correction. FC, log average expression fold change. **h** Expression patterns of top up- and down-regulated genes across genotypes and states within CA1-ExN nuclei profiled by snRNA-seq. Dot color represents column-scaled expression level of the expressing cells in the group, and size is the percentage of cells in the cell type expressing the gene. Error bars represent SEM; ns – non-significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

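In the deposited files, 15344 CA1-like nuclei of the 16 mice were left after doublets were removed, with 390 to 1554 nuclei per mouse. The mice labelled fAD-Awake gave 2447 nuclei and those labelled WT-Awake 5061. Under GA, the mice labelled fAD-GA gave 4911 nuclei and those labelled WT-GA 2925. Without mice 12, 13, 20 and 29, a set of 12 mice chosen from their numbers before the data were examined, WT-Awake had 2475 nuclei and fAD-GA 3357, and the other groups were as before.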

To address this question, we tested the effect of general anesthesia on the delta-maze alternation test in 4–5 month-old WT vs. APP/PS1 naïve mice. The percentage of correct choices (alternations) was recorded for each daily session. Mice were first trained daily with a 10 s delay between sample and choice until each mouse reached a stable success rate. All WT and APP/PS1 mice reached an asymptotic success rate of ∼80% by 8–10 days of training, indicating that they learned the task (Supplementary Fig. 1a). Learning was similar between genotypes (*P* = 0.64). Following the training, SWM was tested at 10, 20, and 60 s delays. Spatial working memory was not impaired in 4–5 month-old APP/PS1 mice, as success rates were similar between genotypes at each of the delays (Supplementary Fig. 1b). The mice were then anesthetized using isoflurane inhalation (1.5%, 3 h) and performance was subsequently tested in the following days. Following anesthesia, APP/PS1 mice (Fig. 1d), but not WT (Fig. 1c), showed a significant (*P* < 0.0001) decrease in choice accuracy in all three delay times. The impairments in SWM in APP/PS1 mice were transient and there was a gradual return to baseline performance levels over the course of 3 days following the anesthesia (Fig. 1e). These experiments demonstrate that general anesthesia induces CA1 hyperexcitability and spatial working memory impairments in otherwise cognitively normal APP/PS1 mice.

To test if the decline in spatial working memory was linked to CA1 hyperexcitability exposed by anesthesia, we repeated the experiment in APP/PS1 mice implanted with LFP electrodes to record IESs in the hippocampal CA1. The CA1-IES rate during anesthesia strongly correlated with the degree of subsequent working memory impairment (Fig. 1f). Based on these results, we hypothesized that epileptiform activity might serve as the triggering signal leading to maladaptive plasticity, ultimately resulting in working memory deficits.

We next tested whether fAD mutations alter the transcriptional response of CA1 excitatory neurons (CA1-ExNs) to anesthesia, which could potentially shed light on the plasticity mechanisms associated with CA1-ExN dyshomeostasis^26^ and memory deficits (Fig. 1e) in the model mice. To address this question, we utilized single nuclei RNA-sequencing (snRNAseq) to profile 5796 nuclei of CA1-ExNs and performed a comparative analysis based on brain state and genotype in 5-month-old mice. 

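Single nuclei RNA-sequencing counts the RNA molecules of each nucleus with unique molecular identifiers (UMIs), and the deposited values were UMI counts per gene and nucleus, with 1 library per mouse. The files held 20 mice, of which 16 carried a label of the 4 groups of the paper and 4 were anesthetized with ketamine and xylazine. By their labels, 6 mice were WT-Awake, 3 fAD-Awake, 3 WT-GA and 4 fAD-GA, where the paper's numbers are 4, 4, 4 and 3. The text of the deposited series gives 5, 4, 4 and 3. The paper does not identify its mice by number, so all 16 mice were kept under their labels. The total UMI count per mouse was 11432646 to 20220677 in WT-Awake (median 16784200), 17843497 to 25394891 in fAD-Awake (median 19800200), 17797044 to 21768074 in WT-GA (median 21411000) and 17552792 to 22659054 in fAD-GA (median 19888600). The authors aligned the reads with Cell Ranger, introns included, and the files listed 32285 genes. The header of the files names Cell Ranger alone, so whether the correction for ambient RNA had been applied to these counts is not known. No deposited annotation of cell types was used. Nuclei were clustered again on 2000 variable genes, and a cluster was called CA1-like where markers fixed beforehand led it. Cell types therefore rest on rebuilt names, which can shift the counts of nuclei from those of the paper. Counts of the CA1-like nuclei were summed per mouse, because nuclei of 1 mouse are not independent replicates, and the sums were tested with edgeR's quasi-likelihood test on 13398 genes. Levels are given as CPM (UMIs scaled to library size) after TMM normalization. On simulated counts with 200 changed genes, this test recovered 41% of the changes in the awake comparison and 40% in the GA comparison, with folds of 2 and 3. Apart from the changed genes, all mice were drawn from the same expression profile, without run effects or wrong labels. Changes under 2-fold and the interaction were not simulated, so how often smaller changes would be called is not known.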

Hippocampi were isolated from WT and APP/PS1 littermates after either wake or general anesthesia (GA: 1.5% isoflurane, 3 h), at the same circadian time. Four groups of mice (15 mice, 3–4 mice per group) were analyzed: WT-Awake, WT-GA, fAD-Awake, and fAD-GA. 

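The genotype labels were checked first with Prnp (ENSMUSG00000079037, chromosome 2 of GRCm38 from 131909928 to 131938429), the gene of the prion protein, whose expression cassette is used for transgenes of this kind and which the Source Data of the paper list as higher in fAD-Awake mice. In CA1-like nuclei, Prnp was at 256 ± 202 CPM (SD, n = 3) in mice labelled fAD-Awake and at 104 ± 46.0 CPM (SD, n = 6) in mice labelled WT-Awake, a log2 difference of 1.07 (two-sided exact permutation test, p = 0.19, where 3 mice against 6 allow 0.0119). Under GA it was at 153 ± 82.9 CPM (SD, n = 4) in mice labelled fAD-GA and at 85.5 ± 31.3 CPM (SD, n = 3) in mice labelled WT-GA, a log2 difference of 0.72 (exact permutation test, p = 0.343, where 4 against 3 allow 0.0286). With each mouse left out in turn, the awake difference lay between 0.46 (without mouse 2) and 1.69 (without mouse 17) and the GA difference between 0.42 (without mouse 4) and 1.06 (without mouse 11). The labels therefore did not separate the mice by this gene. These tests took no account of runs of consecutive mouse numbers (1 to 4, 10 to 13, 14 to 17 and 18 to 20). Among GA mice of the same run, those labelled fAD had more Prnp. Mouse 4 had 252 CPM against 121 in mouse 3, mouse 15 had 188 against 73.0 in mouse 16. Mouse 20 had 108 CPM against 62.3 in mouse 18. Among awake mice of the same run, mice 2 and 10 lay above those labelled WT, and mouse 17 lay below mouse 14. Mouse 11, labelled fAD-GA, had 65.9 CPM and mouse 17, labelled fAD-Awake, had 86.2 CPM. Mouse 14, labelled WT-Awake, had 185 CPM. Among the mice labelled fAD the values ran from 65.9 to 480 CPM, and among those labelled WT from 60.0 to 185 CPM. App did not differ between the labels in either state (exact permutation tests, p = 0.31 awake and p = 0.343 under GA). Whether RNA of a transgene in the Prnp cassette is counted under App is not known, so App speaks neither for nor against the labels. Directions between genotypes are for these reasons given between mice labelled fAD and mice labelled WT.

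**Figure D1:**
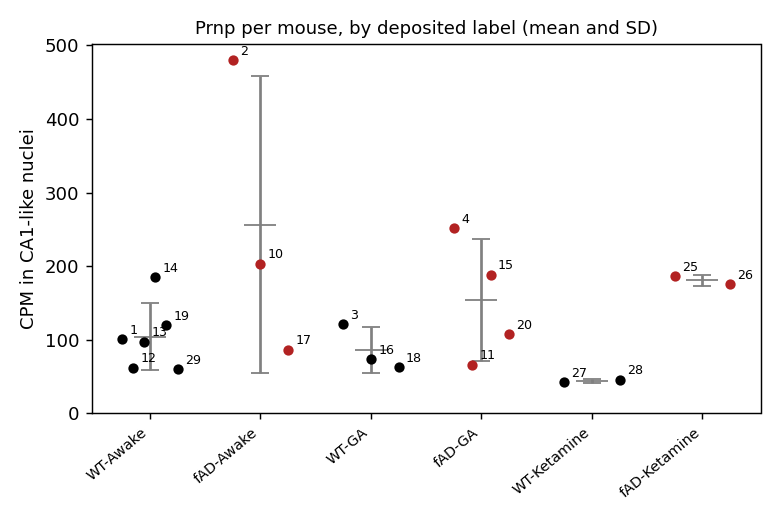
Prnp in CA1-like nuclei of each of the 20 mice, in TMM-normalized CPM (vertical axis) by label group (horizontal axis). Each point is a mouse with its number, black for mice labelled WT and red for mice labelled fAD, and the bars are the mean and SD. Mice 11 and 17, labelled fAD, lie below mouse 14, labelled WT.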

In the awake state, we identified 89 differentially expressed genes (DEGs) between WT and APP/PS1 mice, while in the GA state, there were 119 DEGs (Fig. 1g and Source Data). 

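Between mice labelled fAD-Awake (n = 3) and WT-Awake (n = 6), edgeR's quasi-likelihood test called 0 of 13398 genes at an adjusted p of 0.05, and 188 genes (1.4%) had an unadjusted p under 0.05. Between mice labelled fAD-GA (n = 4) and WT-GA (n = 3), it called 0 genes as well, with 171 genes (1.28%) at an unadjusted p under 0.05. DESeq2 on the same sums called 0 genes in both states. With runs of consecutive mouse numbers as a block it called 0 in both states too, with 397 (2.96%) and 801 (5.98%) at an unadjusted p under 0.05. With each of the 16 mice left out in turn, the number stayed at 0 in both states, with 136 to 531 genes at an unadjusted p under 0.05 awake (the most without mouse 1) and 76 to 618 under GA (the most without mouse 4). The alternative that moved these numbers most was to treat nuclei as the units of replication, as the paper did. A 2-part hurdle test on nuclei, without the batch term of the paper, called 119 genes in the awake state, 51 higher and 68 lower in nuclei labelled fAD, and 579 genes under GA, 193 higher and 386 lower. That test counts differences between single mice as differences between groups. All these numbers hold for the genotype labels as given, some of which Prnp leaves in doubt. Prnp had a log2 fold change of 1.29 in the awake state (standard error 0.46, adjusted p = 1 by edgeR's test), was not called in any of 16 fits without 1 mouse, and was called with nuclei as units.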

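Gene families were fixed by symbol before the data were examined, since no pathway annotation was used here. Camera, a competitive set test of limma with an inter-gene correlation of 0.01, was run on 9 families per state. In the awake state, the 129 genes of the synapse family had a median log2 fold change of -0.01 (adjusted p = 0.97), and the 88 genes of axon guidance and projection one of -0.0031 (adjusted p = 0.942). Under GA, the synapse family was higher in mice labelled fAD, with a median of 0.10 (adjusted p = 0.0114), and axon guidance and projection was not called, with a median of 0.07 (adjusted p = 0.125), except with genes in at least 10% of nuclei (median 0.090, adjusted p = 0.0147) and with doublets kept (median 0.11, adjusted p = 0.0391). The synapse call was lost without mouse 11 (median 0.04, adjusted p = 0.287), with no gene filter (adjusted p = 0.0584) and with runs of consecutive mouse numbers as a block (adjusted p = 0.0578). Camera called 2 families in the awake state and 5 under GA. Fry, which estimates the correlation from the mice, called 0 of 9 in either state (smallest adjusted p = 0.969 awake and 0.415 under GA).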

In both brain states (awake and GA), the DEGs were found to be enriched in pathways related to synapse organization, synaptic signaling, neural development, and neuronal projections. Notably, under anesthesia, additional DEGs between the genotypes were observed, which were related to RNA processing/splicing and cell motility (based on GO biological pathway enrichment analysis, average logFC> 0.2, FDR correction <0.05). 

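The 201 genes of splicing and RNA processing were not called as shifted in a common direction between mice labelled fAD-GA and WT-GA. Their median log2 fold change was 0.02 (camera of limma, adjusted p = 0.7). In the awake state their median was 0.01 (adjusted p = 0.86). The 90 genes of cell motility and adhesion were called higher in mice labelled fAD under GA, with a median of 0.12 (adjusted p = 0.0376), and not in the awake state, with a median of -0.04 (adjusted p = 0.942). The GA call of cell motility was lost in 7 of 16 fits that left 1 mouse out, with a median of 0.04 (adjusted p = 0.232) without mouse 11, and with 7 alternatives, with adjusted p of 0.0506 with only the 2 groups compared, 0.0555 at Leiden resolution 2, 0.0751 in the 12-mouse set, 0.108 with genes in at least 10% of nuclei, 0.11 with runs of consecutive mouse numbers as a block, 0.191 with no gene filter and 0.214 with equal nuclei per mouse. The other GA calls were the 17 activity-regulated genes (median -0.29, adjusted p = 0.0114), the 60 heat shock genes (median -0.10, adjusted p = 0.0233) and the 96 genes of oxidative phosphorylation (median -0.33, adjusted p = 0.0114), all lower in mice labelled fAD. Activity-regulated genes lost the call without mouse 4 (median -0.28, adjusted p = 0.0962), at Leiden resolution 2 (adjusted p = 0.123) and with genes in at least 10% of nuclei (adjusted p = 0.885). Heat shock genes lost it without mouse 3, 4 or 11 (adjusted p up to 0.392), with genes in at least 10% of nuclei (0.0802), at Leiden resolution 2 (0.0555), with equal nuclei per mouse (0.198), with number runs as a block (0.0578) and without mice 1 to 4 (0.394). Oxidative phosphorylation lost the call without mouse 15 or 20, in the 12-mouse set and without mice 1 to 4, and changed sign without mouse 3, to a median of 0.43 (adjusted p = 9.74e-05). In the awake state the same family was higher in mice labelled fAD (median 0.39, adjusted p = 1.61e-06), as were the 81 ribosomal protein genes (median 0.26, adjusted p = 0.00119), and without mouse 2 neither was called (medians 0.098 and 0.13, adjusted p = 0.46 for both). Ribosomal protein genes also lost the call without mouse 10 (median 0.0039) and without mouse 19 (median 0.16), and with mice 1 to 4 as a block (adjusted p = 0.237). From its own enrichment analysis of the DEGs, the paper states that anesthesia added genes of RNA processing and cell motility to those that separate the genotypes. That analysis counts annotated genes among the DEGs, and camera can miss a family with genes changed in both directions.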

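All 20 genes of Fig. 1h were tested under GA, and 18 had the direction of the figure between mice labelled fAD-GA (n = 4) and WT-GA (n = 3). The 10 genes shown as higher in WT-GA were all lower in mice labelled fAD, and 8 of the 10 shown as higher in fAD-GA were higher. The 2 exceptions were BC031181 and Fez1, with log2 fold changes of -0.07 and -0.11. The study chose these genes on its own nuclei, so the count is no independent evidence. None of the 20 passed the threshold of edgeR's test, with log2 fold changes between -0.82 (Aplp1) and 0.88 (AY036118), and adjusted over the list alone the number was 0 as well. The number in the direction of the figure was 13 without mouse 20 and in the 12-mouse set, and 17 to 19 in the other fits. AY036118 was at 234 ± 121 CPM (SD, n = 4) in mice labelled fAD-GA and 128 ± 13.6 CPM (SD, n = 3) in mice labelled WT-GA (standard error 0.44). Aplp1 was at 105 ± 60.0 CPM (SD, n = 4) and 187 ± 148 CPM (SD, n = 3), and its log2 fold change was 0.04 without mouse 3. Ube3a (chromosome 7 of GRCm38 from 59228750 to 59311536) was at 1518 ± 515 CPM and 1280 ± 211 CPM, a log2 fold change of 0.25 (standard error 0.28). In the awake state Ube3a went the other way, with a log2 fold change of -0.39 (standard error 0.26), also without a call. Nrg3os and Macrod2os1 are antisense genes whose counts are uncertain where counting does not use the strand.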

Among the top 20 DEGs under anesthesia (Fig. 1h), many are closely associated with synaptic functions, neurodevelopment and neurodevelopmental disorders^31–40^ (*e.g. Nrg3os, Pigk, Ube3a, Kcnn2, Lrrc4, Fez1, Rsrp1, Aplp1, Ogt, Lin7b*). We also identified DEGs related to Aβ / tau proteostasis^41–43^ (*Rtn1, Dnaja2, Srsf7*), sleep abnormalities^44,45^ (*Gnas, Ube3a*), and neurodegeneration^46,47^ (*Ogt, Ssbp4*). 

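Rtn1 (chromosome 12 of GRCm38 from 72211752 to 72409054) was at 475 ± 156 CPM (SD, n = 4) in mice labelled fAD-GA and 646 ± 269 CPM (SD, n = 3) in mice labelled WT-GA, a log2 fold change of -0.44 (standard error 0.35). Srsf7 was at 196 ± 79.9 CPM and 294 ± 89.7 CPM, a log2 fold change of -0.58 (standard error 0.36). Dnaja2 was at 79.9 ± 35.6 CPM and 76.7 ± 53.5 CPM, with a log2 fold change of 0.07 (standard error 0.46), and ran from -0.26 to 0.82 as each mouse was left out. Gnas had a log2 fold change of -0.12 (standard error 0.18). Ogt had one of -0.45 (standard error 0.30) and Ssbp4 one of -0.49 (standard error 0.46). All had an adjusted p of 0.999 by edgeR's quasi-likelihood test, so none of these differences was called among the 13398 genes tested. The test recovered 23.5% of simulated 2-fold changes under GA, so differences of this size are not excluded either. Rtn1, Srsf7, Ogt and Ssbp4 kept their direction whichever mouse was left out. With nuclei as units, Rtn1, Srsf7, Ogt, Ssbp4 and Ube3a were called and Dnaja2 and Gnas were not.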

As our anesthesia regime did not result in detectable changes in the levels of soluble Aβ40 and Aβ42 peptides or their ratio (Supplementary Fig. 2), it is unlikely that the observed transcriptional changes are downstream of Aβ.

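Whether the genotype difference depended on the state was tested directly as the interaction of both, and edgeR called 0 of 13398 genes, with 385 (2.87%) at an unadjusted p under 0.05 and 0 by DESeq2. With runs of consecutive mouse numbers as a block it called 0 as well, with 884 (6.6%) at an unadjusted p under 0.05. The share of true interactions that such a fit would call was not simulated. Within a genotype, GA against awake gave 23 DEGs in mice labelled WT (14 higher and 9 lower under GA) and 47 in mice labelled fAD (35 higher and 12 lower), of which 11 were shared and changed the same way. All 59 genes called in either genotype had the same sign in both. The activity-regulated gene Arc (chromosome 15 of GRCm38 from 74669083 to 74672570) was at 4.52 ± 1.41 CPM (SD, n = 3) in WT-GA and 16.9 ± 4.44 CPM (SD, n = 6) in WT-Awake, a log2 fold change of -1.93 (standard error 0.37, adjusted p = 0.0478 by edgeR's test). In mice labelled fAD it was at 2.95 ± 1.15 CPM (SD, n = 4) and 22.4 ± 12.5 CPM (SD, n = 3), a log2 fold change of -2.94 (standard error 0.38, adjusted p = 0.00441). In WT it was called in 5 of 16 fits without 1 mouse and in fAD in 16. Each of the 9 awake mice had more Arc than each of the 7 GA mice (exact permutation test, p = 0.000175). Npas4 (chromosome 19 of GRCm38 from 4984355 to 4990316) separated the states likewise, with log2 fold changes of -1.75 in WT and -1.49 in fAD (standard errors 0.29 and 0.30, adjusted p = 0.0226 and 0.0412), and was called in 13 and 4 of 16 such fits. Mast3 had the lowest adjusted p in mice labelled fAD, with a log2 fold change of -1.52 (standard error 0.17, adjusted p = 0.00114), and was called in 16 of 16 fits without 1 mouse. The numbers of DEGs depended on the mice and the fit, with 5 to 32 in WT and 3 to 50 in fAD when 1 mouse was left out, the lowest without mouse 14 in WT and without mouse 2 or 10 in fAD. The block of number runs gave the most on mice, 325 and 436, and the 12-mouse set 0 and 2. DESeq2 called 197 and 203, 2 and 2 were called with equal nuclei per mouse, and 0 and 0 without mice 1 to 4, where 1309 and 1108 genes had an unadjusted p under 0.05.

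**Figure D2:**
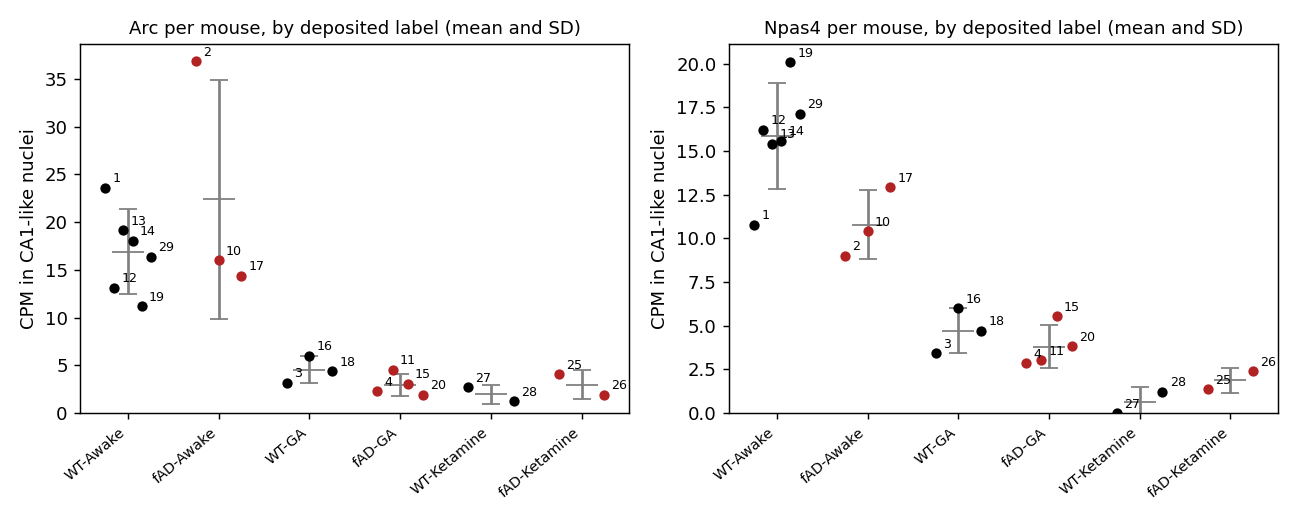
Arc (left) and Npas4 (right) in CA1-like nuclei of each of the 20 mice, in TMM-normalized CPM (vertical axes) by label group (horizontal axes). Each point is a mouse with its number, black for mice labelled WT and red for mice labelled fAD, and the bars are the mean and SD. Awake mice lie at 11.2 CPM or more of Arc and at 9.01 CPM or more of Npas4, and GA mice at 5.99 CPM or less of both.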

Altogether, our multi-level analysis uncovers the distinct response of hippocampal circuits to anesthesia at the transcriptional, electrophysiological, and behavior levels in fAD mice.

### Anesthesia impairs nRE-CA1 short-term synaptic plasticity in fAD mice

Working memory function relies on the interconnected circuitry of the hippocampus, medial prefrontal cortex (mPFC), and thalamic nucleus reuniens^48–51^ (nRE). The nRE, situated in the midline limbic thalamus, serves as the principal thalamic input to the hippocampal CA1 region^52^. Additionally, the thalamus plays a crucial role in natural arousal regulation and becomes deactivated during anesthesia^53–55^. Building on this knowledge, we hypothesized that dysregulation of nRE-CA1 synaptic connections might be responsible for anesthesia-induced hyperexcitability and working memory impairments in fAD mice.

To test this, we implanted a stimulating electrode into the nRE and recorded field postsynaptic potentials (fEPSPs) in the CA1. Short-term synaptic facilitation is considered essential for maintaining working memory^56^. We quantified the effect of anesthesia on short-term synaptic plasticity evoked by high-frequency burst stimulation at the nRE-CA1 synaptic connections in awake APP/PS1 mice, in addition to basal synaptic transmission during low-frequency stimulation. Measurements were taken at the same circadian time. Short-term synaptic facilitation at the nRE-CA1 synapse was normal in APP/PS1 mice in the baseline (paired-pulse ratio 1.93 ± 0.12 in WT and 2.01 ± 0.1 in APP/PS1, Fig. 2a, b and Supplementary Fig. 1d). Anesthesia led to a profound reduction in paired-pulse ratio only in APP/PS1 mice (to 1.24 ± 0.18), which remained low for 3 days before returning to baseline levels (Fig. 2a, b). This suggests increased release probability in nRE-CA1 synapses of APP/PS1 mice since basal synaptic responses to low-frequency stimuli were enhanced for 2 days following anesthesia in APP/PS1 but not in WT mice (Fig. 2c). In summary, general anesthesia led to impairments in nRE-CA1 short-term synaptic facilitation and spatial working memory in APP/PS1 mice, which persisted for two days after anesthesia.

**Fig. 2:**
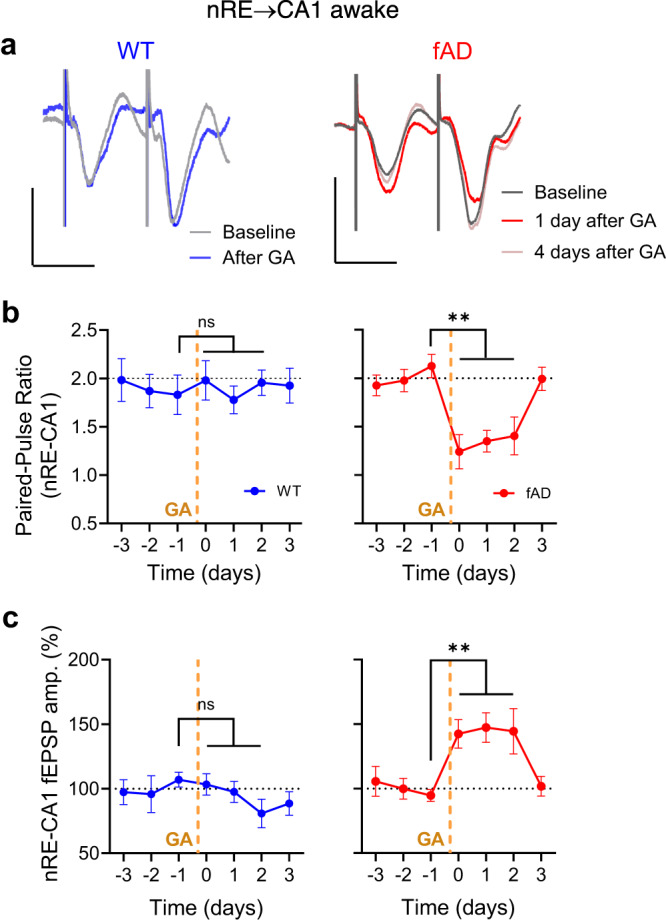
Anesthesia transiently augments synaptic transmission and decreases nRE-CA1 short-term synaptic facilitation in fAD, but not in WT mice. **a** Representative fEPSP traces evoked by 0.1 mA stimulation at 25 Hz in nRE-CA1 synapses before and after GA in awake WT and fAD mice. Scale bars: 30 ms, 0.2 mV (WT); 30 ms, 0.5 mV (fAD). **b** Dynamics of paired-pulse facilitation before and after anesthesia in WT (left, *n* = 6; 4 males, 2 females) and fAD (right, *n* = 8; 5 males, 3 females) mice. Friedman test with Dann’s multiple comparison tests: *P* = 0.0012, 0.0005, and 0.0078 (fAD) and *P* > 0.5 (WT) for the first, second, and third day after GA in comparison to the day before GA. **c** The dynami**c** change in the amplitude of fEPSP evoked by the first stimuli of the 25 Hz burst (at 0.03 Hz) normalized to baseline, before and after anesthesia in WT (left, *n* = 6; 4 males, 2 females) and fAD (right, *n* = 8; 5 males, 3 females) mice. Friedman test with Dann’s multiple comparison tests: *P* = 0.0047, 0.002, and 0.0072 (fAD) and *P* > 0.8 (WT) for the first, second, and third day after GA in comparison to the day before GA. Error bars represent SEM; ns non-significant, **P < 0.01.

### Inhibiting the nRE-CA1 pathway suppresses CA1 hyperexcitability

We next tested whether CA1 hyperexcitability observed in anesthetized APP/PS1 mice was due to synaptic inputs originating from the nRE. Indeed, our initial findings revealed a notable increase in the number of neurons expressing the activity-regulated immediate early gene *cfos* in the midline thalamus of APP/PS1 mice after anesthesia, in comparison to WT mice (Fig. 3a, b). Next, we tested the impact of silencing the nRE on CA1 hyperexcitability during anesthesia. Pharmacological silencing of spikes in the nRE area of anesthetized APP/PS1 mice by local injection of tetrodotoxin (TTX) caused a significant reduction in the CA1-IES rate compared to baseline (Fig. 3c and Supplementary Fig. 3a, b). Blocking excitatory synaptic transmission in the nRE by locally injecting antagonists of AMPA and NMDA receptors (CNQX and AP5) led to a similar suppressive effect on CA1 hyperexcitability (Fig. 3d). In contrast, injecting a vehicle (control) did not cause a significance change in the CA1-IES rate (Supplementary Fig. 3c).

**Fig. 3:**
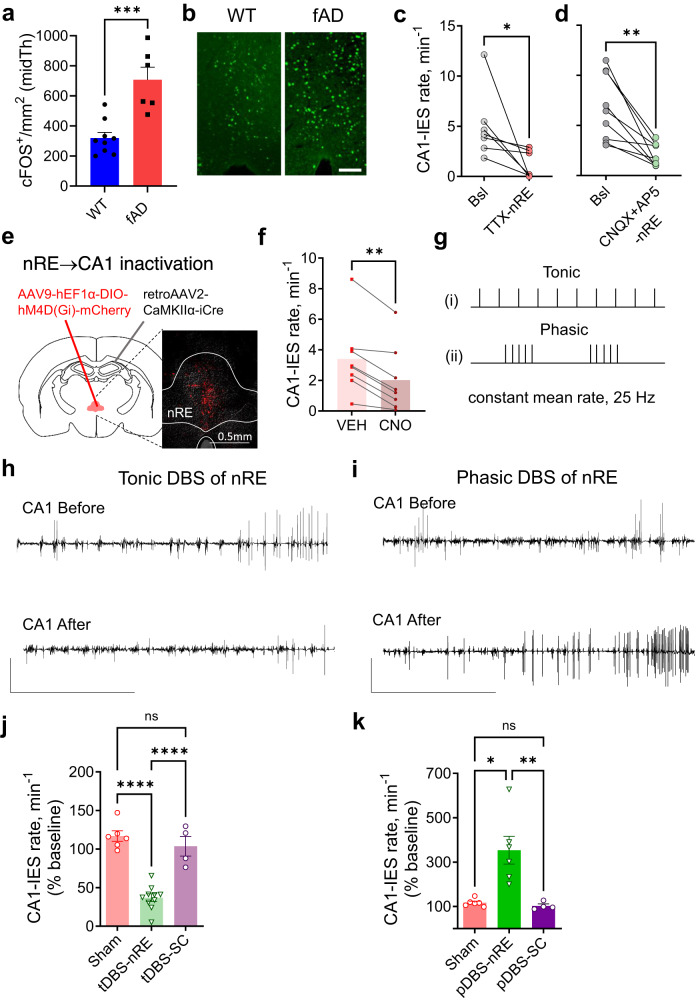
Bi-directional regulation of CA1 hyperexcitability by tonic versus phasic nRE stimulation under anesthesia in fAD model. **a**, **b** Higher number of c-Fos+ cell count in midline thalamus post-anesthesia in fAD mice (*n* = 6) compared to WT (*n* = 9) (*P* = 0.0008, Mann–Whitney two-tailed test). Scale: 100 µm. **c** Local TTX injection (300 nl, 70 µM) to nRE reduced CA1-IES rate in anesthetized fAD mice (*P* = 0.0156, Wilcoxon two-tailed test, *n* = 7; 3 males, 4 females). **d** Local CNQX + AP5 injection (1 µl, CNQX 5 mM + AP5 25 mM) to nRE decreased CA1-IES rate in fAD mice (*P* = 0.0039, Wilcoxon two-tailed test, *n* = 9). **e** Mice received retrograde viral vector carrying iCre in CA1 SLM and viral vector carrying Cre-dependent hM4D(Gi)-mCherry in the nRE, expressing hM4D(Gi)-mCherry specifically in nRE cells projecting to CA1. Scale bar: 0.5 mm. **f** CA1-IES rate after VEH (saline) vs. CNO i.p. injections (5 mg/kg) in fAD mice with hM4D(Gi)-mCherry in nRE-CA1 synapses (*P* = 0.0078, Wilcoxon two-tailed test, *n* = 8 mice; 6 males, 2 females). **g** Stimulation patterns: nRE and SC stimulated for 400 seconds - (i) tonic (tDBS) or (ii) phasic: 1.25 s 100 Hz bursts every 5 s (pDBS). **h**, **i** Representative CA1 IESs traces in baseline and after tDBS (**h**) or pDBS (**i**) to nRE in fAD mice. Scale bars: 5 mV, 1 min. **j** fAD mice had lower CA1-IES frequency during GA a week after tDBS in nRE, but not SC (*P* < 0.0001, One-way ANOVA with Sidak’s multiple comparisons: Sham vs nRE and nRE vs SC *P* < 0.0001, *n* = 6, 10, and 4 for Sham, nRE, and SC, male / female ratio: 4/2, 7/3, 3/1, respectively). **k** fAD mice exhibited higher CA1-IES frequency during GA a week after pDBS in nRE, but not SC (*P* = 0.0002, Kruskal–Wallis test with Dunn’s multiple comparisons: Sham vs nRE *P* = 0.0326, nRE vs SC *P* = 0.0060, *n* = 6, 6, and 4 for Sham, nRE, and SC, male / female ratio: 4/2, 4/2, 3/1, respectively). All the experiments are performed in anesthetized mice. Error bars represent SEM; ns – non-significant, *P < 0.05, **P < 0.01, ****P < 0.0001.

To directly test whether inhibiting the nRE-CA1 synapse can suppress anesthesia-induced CA1-IESs in fAD model mice, we combined a chemogenetic designer receptors exclusively activated by designer drugs (DREADD) approach^57^ and a retrograde adeno-associated virus^58^ to specifically target nRE-CA1 synapses. We injected AAV2retro-CaMKIIα-iCre in the CA1 of APP/PS1 mice, along with Cre-dependent hM4D(Gi)-mCherry virus in the nRE. This allowed us to express the inhibitory DREADD hM4D(Gi)-mCherry in excitatory nRE neurons, forming a monosynaptic connection to the CA1 (Fig. 3e). As expected, the DREADD agonist CNO effectively suppressed nRE-CA1 synaptic transmission (Supplementary Fig. 3d, e). To quantitatively assess the impact of inactivating nRE-CA1 synapses on CA1 hyperexcitability, we measured the effect of CNO on the IES rate during anesthesia. Intraperitoneal (i.p.) injections of CNO led to an average ~47% decrease in the rate of CA1 IESs compared to the same volume of vehicle (VEH) injections per mouse (Fig. 3f and Supplementary Fig. 3f, g). Importantly, CNO did not affect the IES rate in a control group of mice, expressing Cre-dependent mCherry in the nRE and AAV2retro-CaMKIIα-iCre in the CA1 (Supplementary Fig. 3h, i).

These results demonstrate that the nRE-CA1 pathway can regulate, and most likely contributes to, anesthesia-induced CA1 hyperexcitability in APP/PS1 mice.

### Phasic and tonic stimulation of the nRE bi-directionally modulates CA1 epileptiform activity

DBS has shown clinical benefits in Parkinson’s disease and is being considered as a promising therapy for AD^59^. Therefore, we decided to explore the potential of DBS to modulate CA1 hyperexcitability in APP/PS1 mice. Considering the role of the thalamus as a ‘choke point’ in epileptic circuits^60^ and its ability to abort absence seizures by switching thalamocortical neurons from a phasic to tonic firing^61^, we investigated how tonic vs. phasic stimulation of the nRE modulates CA1 hyperexcitability in APP/PS1 mice.

We implanted a stimulating electrode in the nRE and a recording electrode in the CA1 of APP/PS1 mice and designed two DBS protocols that had the same duration and number of stimuli, but different temporal patterns. The first protocol, termed ‘tonic DBS’ of nRE (tDBS-nRE), involved constant stimulation at 25 Hz for 400 s (0.2 mA amplitude, 0.5 ms pulse duration). The second protocol, termed ‘phasic DBS’ (pDBS-nRE), delivered bursts of 125 stimuli at 100 Hz, with 3.75-s inter-burst interval during the same 400-s period (Fig. 3g). As controls, we used a sham condition (nRE electrode without stimulation) and stimulation of the Schaffer Collateral (SC) pathway, which is the major excitatory input to the CA1^62^. All DBS protocols were delivered during general anesthesia.

The results showed that tDBS-nRE led to a significant ~60% decrease in the CA1-IES rate compared to baseline, persisting for at least a week after the stimulation (Fig. 3h, j and Supplementary Fig. 4a). In contrast, pDBS-nRE resulted in a notable ~250% increase in the rate of IESs (Fig. 3i, k and Supplementary Fig. 4b). Importantly, SC pathway stimulation had no significant effect on CA1 epileptiform activity using the same tonic and phasic stimulation protocols (Fig. 3j, k and Supplementary Fig. 4c). Additionally, we observed similar effects of tDBS-nRE on CA1 IESs when using a different anesthetic (ketamine-xylazine, Supplementary Fig. 5). These findings indicate that the impact of tDBS-nRE is not specific to isoflurane-induced hyperexcitability. Given that ketamine impairs working memory function irrespective of IESs even in wild-type rodents^63,64^ via NMDA receptor blockade^65^, we did not continue investigating its effects on working memory in fAD mice.

### Phasic and tonic stimulation of the nRE bi-directionally modulates mPFC epileptiform activity

The nRE acts as the main connection between hippocampal CA1 and the mPFC^28^ (Fig. 4a). Therefore, we hypothesized that anesthesia might also trigger hyperexcitability in the mPFC through the nRE. We performed simultaneous recordings in both CA1 and mPFC in anesthetized APP/PS1 mice and indeed observed IESs in the mPFC, similar to those recorded in the CA1 (Fig. 4b). Most CA1 IESs were isolated in time from mPFC IESs (Fig. 4c). Despite this, CA1 and mPFC IESs were significantly cross-correlated at the scale of milliseconds (Fig. 4d, e, f). Mice with higher IES rate in CA1 also had higher IES rate in mPFC, recorded during the same isoflurane session (Fig. 4g). Similarly to epileptiform activity in the CA1 (Fig. 1f), the mPFC-IES rate during anesthesia was negatively correlated to spatial working memory (Fig. 4h).

**Fig. 4:**
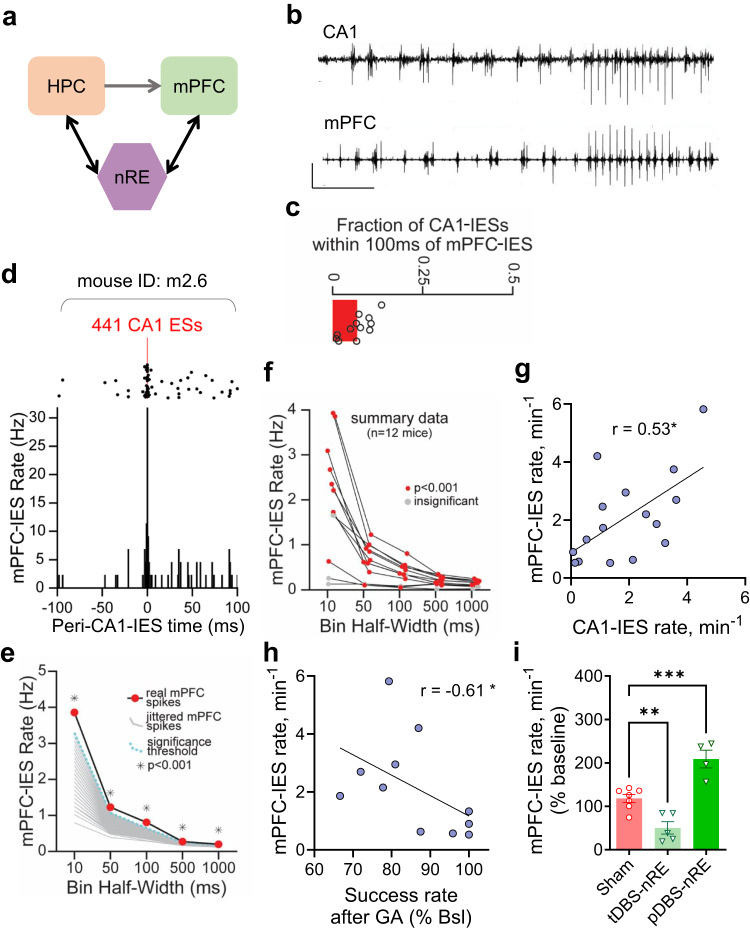
Bi-directional regulation of mPFC hyperexcitability by tonic versus phasic nRE stimulation under anesthesia in fAD model. **a** Schematic depiction of the mPFC–nRE–HPC circuit connectivity: The HPC directly connects to the mPFC, with no direct projections from the mPFC to the HPC. The nRE serves as the critical link, forming the HPC–mPFC loop: HPC→mPFC→nRE→HPC. **b** Representative traces show IESs in simultaneous LFP recordings from CA1 stratum radiatum (top) and mPFC (bottom). Scale bars: 0.5 mV, 10 s. **c** Fraction of CA1 IESs within 100 ms of an mPFC-IES in APP/PS1 mice. **d** Cross-correlation between mPFC-IES and CA1-IES times in a single mouse. *Top*, raster plot of mPFC-IESs within 100 ms of CA1-IESs. *Bottom*, peri-CA1-IES time histogram. **e** Calculation of the mPFC-IES rate for the same mouse, focusing on various bin sizes around CA1 spikes. Grey lines represent rates from 1000 jittered mPFC spike trains (see methods). **f** Summary data from each mouse illustrating the mPFC-IES rate in different bin sizes around CA1-IESs. Significant values are marked in red, while insignificant ones are in grey. X-values are jittered for clarity. **g** Correlation between the mPFC-IES rate and the CA1-IES rate in the same mice during the same GA session (Spearman r = 0.53, *P* = 0.037, *n* = 16; 13 males, 3 females). **h** Inverse correlation of the mPFC-IES rate with spatial working memory after GA, normalized to baseline success rate, in the 90 seconds delay (Spearman r = −0.61, *P* = 0.049, *n* = 11 males). **i** The effect of tDBS and pDBS of the nRE on the mPFC-IES rate during GA (P < 0.0001, One-way ANOVA with Sidak’s multiple comparison tests: Sham vs Tonic *P* = 0.0051, Sham vs Phasic *P* = 0.0009, *n* = 7, 5, and 4 for Sham, tDBS, and pDBS, male/female ratio: 5/2, 4/1, 3/1, respectively). Error bars represent SEM; ns non-significant, *P < 0.05, **P < 0.01, ****P < 0.0001. *P*-values of (**e**, **f**) are in the source file.

We further quantified the effects of tonic vs. phasic DBS-nRE on the rate of IES in the mPFC of APP/PS1 mice. Similar to our findings in CA1, tonic DBS-nRE suppressed, while phasic DBS-nRE exacerbated, mPFC hyperexcitability (Fig. 4i and Supplementary Fig. 6a–c). These results demonstrate the bidirectional regulatory role of nRE on CA1 and mPFC hyperexcitability, highlighting the potential of tonic DBS in treating AD-related hyperexcitability.

### tDBS-nRE restores anesthesia-induced suppression of CA1 activity

So far, we have shown that tDBS-nRE is effective in preventing anesthesia-induced CA1 hyperexcitability, as indicated by the suppression of epileptiform activity. In light of our recent findings, which demonstrated a loss of negative regulation of CA1 firing rates in APP/PS1 mice during general anesthesia^26^, we sought to investigate whether tDBS-nRE could also effectively restore the normal regulation of CA1 firing rates during anesthesia. To answer this question, we adapted a wide-field, head-mounted miniaturized microscope^26,66–68^ to track Ca^2+^ dynamics as a proxy for neuronal spiking activity in thousands of CA1 neurons with single-cell resolution (Fig. 5a, b). We used a genetically encoded Ca^2+^ sensor GCaMP6f^69^ expressed in excitatory CA1 pyramidal neurons under the CaMKIIα promoter. Imaging was performed at regular hours to avoid circadian effects. Each imaging session consisted of awake and anesthetized states in the same freely behaving mice. As reported previously^36^, general anesthesia inhibited CA1 population activity in WT mice (Supplementary Fig. 7a), but not in APP/PS1 mice (Fig. 5c, f, g). Indeed, tDBS-nRE enabled the suppression of CA1 activity by anesthesia in APP/PS1 mice one week after stimulation (Fig. 5d, h). The degree of suppression by anesthesia in APP/PS1 mice was comparable to the effect of anesthesia in WT mice (Fig. 5f and Supplementary Fig. 7d, e). Strikingly, this effect of tDBS-nRE remained stable for one month following the stimulation (Fig. 5e, i and Supplementary Fig. 7d). Interestingly, the CA1-IES rate correlated with the effect of anesthesia on CA1 firing rate (Supplementary Fig. 7f). These results demonstrate that tDBS-nRE restores physiological down-regulation of CA1 activity by general anesthesia in APP/PS1 mice and suggest that rescuing state-dependent regulation of CA1 firing rates contributes to the suppression of CA1 hyperexcitability by tDBS-nRE.

**Fig. 5:**
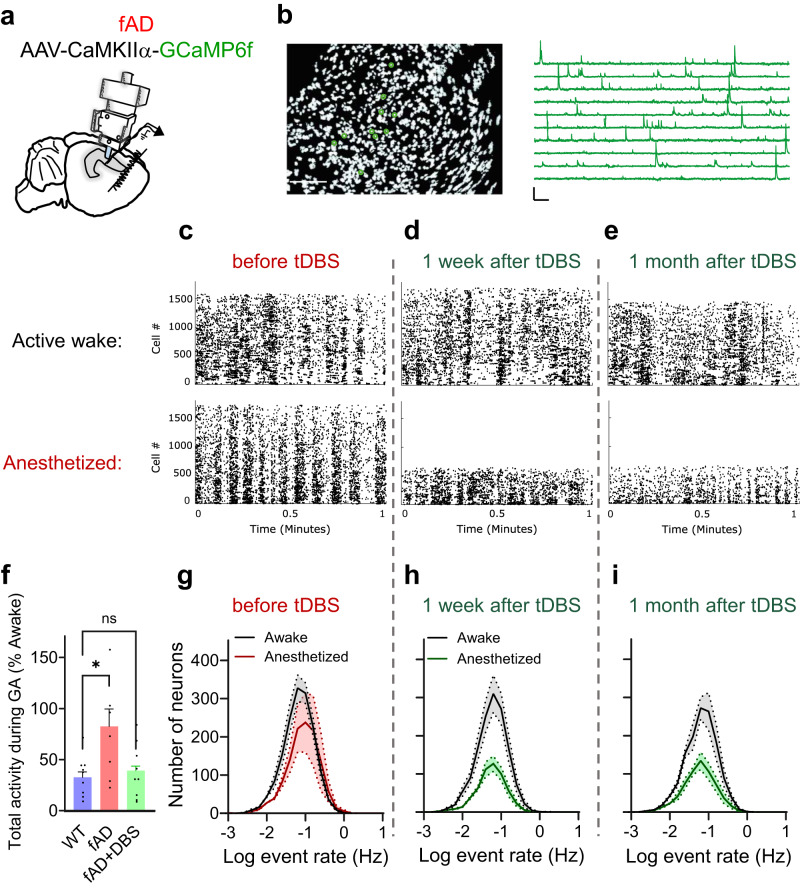
Tonic nRE stimulation restores anesthesia-induced dyshomeostasis of CA1 activity in fAD mice. **a** Illustration of head-mounted miniaturized fluorescence microscope in the hippocampus of fAD mice. **b** Representative results of CNMF-E method, as repeated for the 3 sessions * 3 mice. *Left*: Spatial locations of hundreds of cells that were identified using CNMF-E method. Scale bar: 100 µm. *Right*: Relative fluorescence change traces of 10 cells representing Ca^2+^ transients in the CA1 excitatory neurons of fAD mice. Scale bars: 5 min, 10 z-scores (right). **c**–**e** Representative raster plots demonstrating CA1 Ca^2+^ event rates during awake (top) and general anesthesia (bottom) states before (**c**), 1 week (**d**) and 1 month (**e**) after tDBS-nRE. **f** Single-neuron activity (mCaR*Na) during anesthesia, normalized to the activity during awake at the same day, was higher in fAD mice compared to WT before DBS, but similar to WT after DBS. (*P* = 0.0394, Kruskal-Wallis test with Dunn’s multiple comparison tests: WT vs. fAD *P* = 0.0347, *n* = 3, WT vs. fAD+DBS *P* = 0.9566, *n* = 3. 1 male, 2 females; dots represent separate recording sessions). **g**–**i** Effect of general anesthesia on average Ca^2+^ event rate distributions of CA1 neuronal populations in fAD mice (5,355 cells, 3 mice;1 male, 2 females) before (**f**), 1 week (**g**) and 1 month (**h**) after tDBS-nRE. Error bands & bars represent SEM; ns non-significant, *P < 0.05.

### tDBS-nRE prevents anesthesia-induced synaptic and memory dysfunctions

We have shown so far that nRE-CA1 short-term synaptic plasticity is impaired by anesthesia in APP/PS1 mice (Fig. 2a, b) and that the tDBS-nRE restores CA1 firing rates (Fig. 5) and suppresses CA1 and mPFC IESs (Figs. 3–4) during anesthesia in APP/PS1 mice. We next hypothesized that tDBS-nRE can also restore anesthesia-induced synaptic and cognitive impairments. To test this hypothesis, we implanted APP/PS1 mice with stimulating electrodes in the nRE and LFP recording electrodes in the CA1 and mPFC. Mice were trained and tested daily in the delta maze, as previously described, and their performance following general anesthesia was compared to a stable baseline (SWM-T1 vs. SWM-T2). Similar to the first (un-implanted) cohort (Fig. 1d, e), APP/PS1 mice displayed a significant decrease in choice accuracy following anesthesia that mostly recovered after 3 days (Fig. 6a–c and Supplementary Fig. 8a). We then tested whether tDBS-nRE promotes cognitive resilience to a second round of anesthesia in the same mice, using tDBS-nRE in awake, freely behaving mice 5 days prior to the next spatial working memory test (SWM-T3, Fig. 6a). In control (non-DBS) mice, a second session of general anesthesia led to reduced choice accuracy similar to the first anesthesia (Fig. 6d, e and Supplementary Fig. 8b). However, tDBS-nRE prevented the reduction in choice accuracy after the second general anesthesia (SWM-T4, Fig. 6b, c and Supplementary Fig. 8a). Mice performance was unimpaired following anesthesia in the tDBS group in comparison to their performance following anesthesia before tDBS-nRE, unlike control group, for 60 and 90 s delay intervals (Fig. 6c, e). The rate of both CA1 and mPFC IES during anesthesia was significantly lower after tDBS-nRE in the same cohort of mice (Fig. 6f,g). Physiological parameters of anesthetic depth, such as burst-suppression rate (Fig. 6h), heart rate, and respiratory rate (Supplementary Fig. 8d, e), were similar before and after tDBS. Moreover, tDBS-nRE prevented a reduction in paired-pulse ratio induced by anesthesia, maintaining it at 1.9 ± 0.11 (Fig. 6i–k). These results demonstrate that tonic nRE stimulation rescues anesthesia-induced impairments of synaptic facilitation and spatial working memory in APP/PS1 mice.

**Fig. 6:**
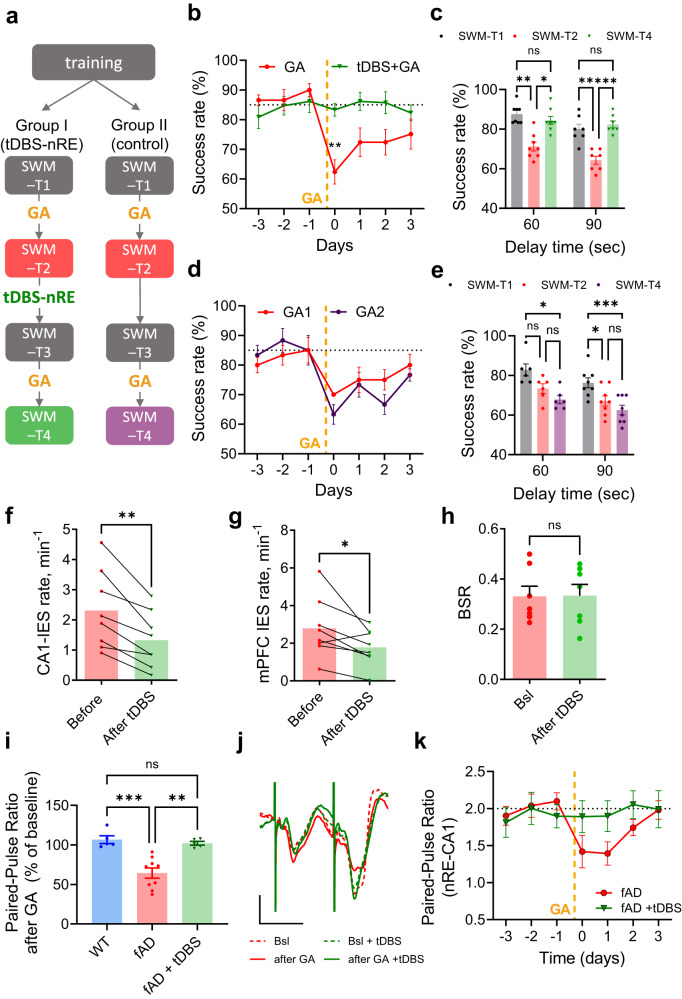
Tonic nRE stimulation rescues anesthesia-induced impairments of working memory and short-term synaptic plasticity in fAD mice. **a** Experimental design. SWM-T spatial working memory test; GA general anesthesia. **b** Temporal dynamics of fAD mice’s SWM pre- and post-tDBS-nRE for 60 s delay (*n* = 8) (*P* = 0.0098 for day 0 after GA, Sidak’s multiple comparisons). **c** GA-induced SWM impairments rescued by tDBS-nRE (*P* = 0.0001, mixed-effect analysis, Sidak’s multiple comparisons: 60 s delay: *P* = 0.0021, 0.0306, 0.7189 for baseline vs. 1st GA, GA1 vs. GA2, baseline vs. 2nd GA, respectively (*n* = 8). 90 s delay: *P* = 0.0040, 0.0005, 0.7774 for the same comparison groups, *n* = 7). **d** Temporal dynamics of fAD mice’s SWM after 1st (red) and 2nd (purple) GA session for 60 s delay (*n* = 6). **e** GA induced similar SWM impairments in 1st and 2nd anesthesia sessions (*P* = 0.0001, mixed-effect analysis, Sidak’s multiple comparisons. 60 s delay: *P* = 0.1104, 0.1547, 0.0114 for baseline vs. 1st GA, GA1 vs. GA2, and baseline vs. 2nd GA; *n* = 6; 90 s delay: *P* = 0.0114, 0.1051, 0.0004 for the same comparison groups; *n* = 6). **f**–**g** Lower IES rates in CA1 (f, *P* = 0.0078, Wilcoxon two-tailed test, *n* = 8) and mPFC (**g**, *P* = 0.0469, Wilcoxon two-tailed test, *n* = 7) after tDBS-nRE. **h** No change in burst-suppression ratio (BSR) after tDBS-nRE (*n* = 7, *P* = 0.9669, Wilcoxon two-tailed test). **i** Paired-pulse ratio in nRE-CA1 pathway of WT (*n* = 5; 3 males, 2 females), fAD (*n* = 9; 6 males, 3 females), and fAD+tDBS-nRE (*n* = 5; 3 males, 2 females) for 3 days post-GA, normalized to baseline (*P* = 0.0001, one-way ANOVA, Sidak’s multiple comparisons: WT vs. fAD *P* = 0.0004, fAD +tDBS vs. fAD *P* = 0.0011, WT vs. fAD+tDBS *P* = 0.9522). **j** Representative fEPSP traces in nRE-CA1 synapses during baseline (dashed line) and 24 hr post-GA, before (red) and after (green) tDBS-nRE. Scale bars: 0.2 mA, 30 ms. **k** Paired-pulse ratio in nRE-CA1 pathway of fAD mice during baseline and 4 days post-GA before (red) and after (green) tDBS (*n* = 5). Error bars represent SEM; ns non-significant, *P < 0.05, **P < 0.01, ***P < 0.001.

### tDBS-nRE prevents age-dependent memory decline

Finally, we asked whether the hyperexcitability exposed by anesthesia is solely responsible for transient memory impairments during the prodromal disease stage or if it also unmasks inherent age-related cognitive deficits at later stages. Specifically, we tested whether the thalamic nRE plays a role in the age-dependent decline of working memory during later disease stages. To address this question, we performed tDBS-nRE in young 4-5-m.o. APP/PS1 mice, before the onset of working memory dysfunctions, and compared their cognitive performance to a sham control group (Fig. 7a). We implemented the stimulation protocol monthly until the mice reached an older age, characterized by robust SWM deficits. After training (Supplementary Fig. 9), untreated 8-9-m.o. APP-PS1 mice (-DBS old) exhibited significantly lower success rates in the delta maze at both 60-second and 90-second delays compared to the control group of young APP/PS1 mice (-DBS young, Fig. 7b, c). Notably, tDBS-nRE, initiated at 4-5 months, prevented the age-dependent decline in delta maze performance at 8-9 months in APP/PS1 mice (Fig. 7b, c). Furthermore, we observed an inverse correlation between the rate of IESs during anesthesia in young APP/PS1 mice and working memory at an older age for both, 60-second and 90-second delays in the same mice (Fig. 7d). These results indicate that tDBS-nRE during the prodromal disease stage can effectively prevent age-dependent memory impairments.

**Fig. 7:**
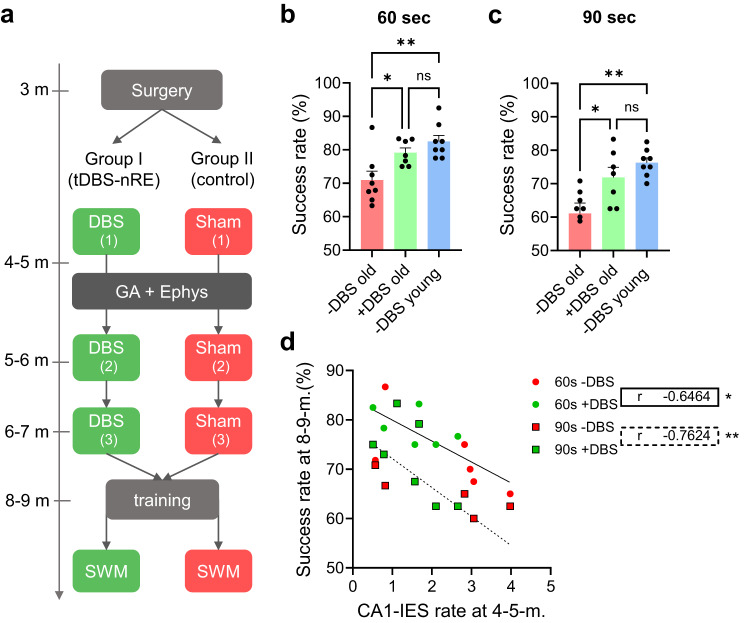
Tonic nRE stimulation started during the prodromal disease stage prevents later impairments of spatial working memory in fAD mice. **a** Experimental design: SWM test- spatial working memory test via delta maze. GA: 3 h of 1.5% isoflurane. Ephys – LFP recording and IES analysis at age 4–5 months, after the first DBS. **b**, **c** Impairments of SWM in old (8–9-months APP/PS1 mice: -DBS old) compared to young (4–5-months. AP/PS1 mice: -DBS young) in the delta maze was prevented by tDBS-nRE (+DBS old). One-way ANOVA with Sidak’s multiple comparison tests: 60 sec delay: -DBS old vs +DBS old: *P* = 0.024, -DBS old vs -DBS young: *P* = 0.002; *n* = 7 per group old (5 males, 2 females) and *n* = 8 young (males). 90 s delay: -DBS old vs +DBS old: *P* = 0.018, -DBS old vs -DBS young: *P* = 0.0013. **d** Frequency of CA1-IES during GA in APP/PS1 mice at young age inversely correlates to spatial working memory performance at the 60 seconds delay (Spearman *r* = −0.65, *P* = 0.0198) and 90 s delay (Spearman *r* = −0.76, *P* = 0.0035) of the same mice at old age. Error bars represent SEM; ns non-significant, *P < 0.05, **P < 0.01.

## Discussion

AD is characterized by a prolonged presymptomatic phase that precedes the onset of clinical symptoms^1,2^. Furthermore, ~30% of individuals who show neuropathological features of AD do not develop dementia in their lifespan^3^. These findings point to the existence of cognitive resilience mechanisms that counteract AD progression. Large efforts have been devoted to understanding resilience to AD, focusing on molecular, cellular, and biochemical pathways involved in amyloid and tau pathology clearance^70^. Nevertheless, synaptic and neuronal circuit activity also plays a crucial role in AD-related protein dyshomeostasis^71–74^ and cognitive decline^75–77^. In this work, we studied the circuit mechanisms that contribute to cognitive resilience in the face of amyloid pathology in a mouse model of fAD.

Resilience is defined as the ability of a system to maintain homeostasis in the face of a perturbation. This concept encompasses two vital components: (1) The sensitivity to a perturbation, which describes how easily a system can deviate from its stable state, or ‘set point’; and (2) Homeostatic capacity for recovery, which enables a precise adaptive response to return the system to its original set point after a perturbation, thus preventing or delaying downstream dysfunctions. Using general anesthesia as a perturbation, we identified four dormant dysfunctions in otherwise cognitively unimpaired fAD-model mice: (1) CA1 and mPFC hyperexcitability manifested in the form of IESs, (2) dysregulation of CA1 firing rate homeostasis, (3) decreased nRE-CA1 short-term facilitation, and (4) working memory impairments. Understanding these dormant dysfunctions and their resilience to AD-related pathology provides valuable insights into the early stages of AD and potential targets for therapeutic interventions.

Can hippocampal hyperexcitability observed during anesthesia in the prodromal disease phase serve as a predictor of cognitive decline during the ensuring symptomatic disease stage? To address this question, we conducted a longitudinal study where we implemented tonic stimulation of the nRE (tDBS-nRE) starting at the prodromal stage and continued on a monthly basis until the symptomatic disease stage. Our findings revealed that tDBS-nRE, which successfully prevented IESs and abnormal firing rates during anesthesia, also effectively prevented cognitive decline during the later symptomatic stage. Additionally, we discovered a negative correlation between the rate of IESs during anesthesia in the prodromal stage and working memory success during the later disease stages in fAD mice. This suggests that anesthesia is indeed unmasking IESs and that these IESs contribute to cognitive decline later on. These results lead us to the conclusion that IESs occurring during anesthesia could serve as predictive markers of later cognitive decline. As our present study exclusively involved behavioral experiments in male mice, future research is needed to address the efficacy of tDBS-nRE in female model mice. Furthermore, whether the rate of IESs during anesthesia in presymptomatic AD patients can predict the severity of cognitive decline at later disease stages and whether cortico-hippocampal IESs play a role in POCD are still open questions that will require further investigation. The data also suggest that IESs that occur spontaneously during natural sleep in prodromal stages^26,78–80^ are also pathological.

How might nRE synaptic activity contribute to cognitive impairments? The nRE has been implicated in SWM by serving as a conduit of reciprocal communication between the mPFC and CA1^51^. Theoretical studies suggest that stimulus-selective patterns of short-term synaptic facilitation can maintain working memory^56,81^ independently of spiking activity^82^. Indeed, SWM impairments following anesthesia were accompanied by a decrease in synaptic facilitation at the nRE-CA1 synapse. However, these functional changes were not associated with alterations in soluble Aβ40 and Aβ42 peptides. The lack of anesthesia-induced hippocampal Aβ changes in this study could be attributed to the fact that anesthesia did not cause an increase in the CA1 mean firing rate in APP/PS1 mice, while Aβ release/production is known to positively correlate with firing rate and synaptic vesicle release^71–73^. Molecular mechanisms underlying maladaptive plasticity of thalamo-hippocampal synapses in the mouse model of amyloidosis remain unknown. Future research is required to link the anesthesia-induced transcriptional, synaptic, and cognitive dysfunctions. Notably, the snRNAseq analysis of excitatory CA1 neurons revealed that many of the top differentially expressed genes are related to synaptic function and neurodevelopmental disorders. As epileptiform activity is a common feature in various neurodevelopmental^83,84^ and neurodegenerative^78^ disorders, IESs may induce some shared signaling pathways underlying cognitive dysfunctions in these conditions.

We have identified the nRE of the midline thalamus as a key node in a neural circuit responsible for regulating resilience to AD. Various manipulations of nRE activity - pharmacological inhibition of nRE spiking, chemogenetic inactivation of nRE-CA1 synapses, and tDBS-nRE - all suppressed CA1 hyperexcitability under anesthesia in fAD mice. Conversely, pDBS-nRE exacerbated CA1 hyperexcitability. The suppression of hyperexcitability by tDBS-nRE resulted in a reduction of CA1 and mPFC epileptiform discharges, along with a restoration of state-dependent regulation of CA1 firing rates. Most importantly, this tDBS-nRE intervention effectively prevented both the synaptic and cognitive aftermath of anesthesia, as well as age-dependent memory decline. Remarkably, these positive outcomes were observed even when tDBS-nRE was applied to awake, freely behaving mice. Interestingly, thalamic TRN, which serves as the main inhibitory input to the nRE, has been implicated in AD-related sleep disturbances^85^. Thus, the nRE might play a crucial role in dysregulation of cortico-hippocampal activity induced by diverse low-arousal brain states, including sleep, in AD.

In summary, this study demonstrates that a short and feasible intervention targeting the nRE during the prodromal disease stage can restore synaptic, circuit and cognitive resilience to amyloid pathology in a mouse model of fAD. While the research was conducted in mice, the therapeutic potential of this approach in humans could be enormous. For instance, DBS of the subthalamic nucleus has already shown success in improving motor function in advanced Parkinson’s Disease^86^. However, its effectiveness in addressing cognitive dysfunctions remains uncertain and controversial^87^. In contrast to the high-frequency (130-185 Hz) continuous stimulation commonly employed for Parkinson’s disease treatment^88^, our work demonstrates that brief, tonic stimulation at an intermedium frequency (25 Hz) provides protection against neuronal, synaptic and cognitive impairments in the fAD model. Notably, high-frequency phasic stimulation (100 Hz in-burst frequency) exacerbates epileptiform activity in this context. Optimizing the DBS protocol will be crucial to evaluate the potential of tDBS-nRE in conferring cognitive resilience to patients with POCD and AD. It remains to be seen whether rescuing activity homeostasis in the nRE-CA1-mPFC circuitry by tonic DBS of the midline thalamic nRE might delay the transition from dormant to clinical AD.

## Methods

### Mice

All animal experiments detailed herein were approved by the Institutional Animal Care and Use Committee (IACUC) of Tel Aviv University (protocol numbers: TAU-MD-IL-2204-141-5 and 01-17-099). Experiments were performed on 4-6 month old male and female APP/PS1 (APP_Swe_/PS1ΔE9) hemizygotes (Stock No. 005864, The Jackson Laboratory) and their wild-type littermates. As no disparities in electrophysiological and physiological measurements were discerned between the sexes (Supplementary Fig. 10), both male and female mice were used for electrophysiological and Ca^2+^ imaging measurements, and for behavioral experiments in Fig. 7. Males only were used for behavioral experiments in Fig. 1c–e and Fig. 6. All mice were on a C57BL/6J-congenic background. All animals were kept in a normal light/dark cycle (12 h/12 h, lights on at 7AM). All animals except for mice undergoing delta maze experiments had free access to food and water. Transgenic and wild-type mice were housed together for behavioral and histological experiments. Mice for electrophysiology and Ca^2+^ imaging that didn’t participate in behavioral experiments were singly housed after the surgery.

### General surgical procedures

In all the surgical procedures, mice were anaesthetized with 5% isoflurane (Sigma Aldrich, CAS: 26675-46-7) by volume for induction, injected i.p. with ketamine/xylazine (60 mg/kg ketamine, Sigma Aldrich, CAS: 1867-66-9 and 5 mg/kg xylazine, Sigma Aldrich, CAS: 23076-35-9), head fixed to a stereotaxic apparatus (David Kopf instruments) and then maintained anesthetized by continuous isoflurane (~1.25%) inhalation throughout the surgical procedure. Eye ointment was used to protect the mice eyes (Duratears, Vetmarket) and body temperature was recorded and maintained by a heating pad (FHC, DC temperature controller) at 34 °C throughout the surgery. At the beginning of each surgical procedure the mice were injected subcutaneously with Carprofen (5 mg/kg, Sigma Aldrich, CAS:53716-49-7) to reduce inflammation and pain. At the end of each surgical procedure the mice were injected subcutaneously with Buprenorphine (0.05 mg/kg, Sigma Aldrich, CAS:52485-79-7) to reduce pain. The mice were then allowed to recover in their home cage for at least 1–2 weeks before the subsequent surgical procedure or experiment began.

### LFP / fEPSP recordings

Small diameter holes were drilled in the skull at the position of the recording and stimulating electrodes. The recording electrode (bipolar stainless steel; 0.1397 mm diameter with coating, 0.0762 mm bare diameter) was slowly lowered through the cortex into the CA1 stratum radiatum (2.06 mm posterior to bregma; 1.5 mm mediolateral, ML; 1.5 mm dorsoventral from bregma, DV) or the mPFC (1.75 mm anterior to bregma; 0.5 ML; 1.6 mm DV), and the stimulating electrode (bipolar stainless steel; 0.1397 mm diameter with coating, 0.0762 mm bare diameter) was slowly lowered through the cortex into the nRE (0.82 mm posterior to bregma; 1.1 mm ML; 4.55 mm DV with an angle of 15 degree) or the SC (2.54 mm posterior to bregma; 2.75 mm ML; 2.2 mm DV). Ground electrode was screwed to the skull above the cerebellum. Test stimuli of 250 or 50 µA were delivered to the nRE and SC (respectively) at 0.06 Hz while the positions of the stimulation and recording electrodes were slightly adjusted to optimize the signal. The electrodes were firmly fixed to the skull with dental cement (C&B Metabond, Parkell) and dental acrylic. A metal bar was added to the posterior aspect of the construct to head fix the animal when needed. Operated mice recovered in their home cage for at least a week following electrode implantation. For evoked fEPSP recordings in awake mice (Figs. 3 and 6i–k), mice were habituated for a few days to the experimental device that was composed of a running wheel and a metal bar, which the mice were head fixed to throughout the experiment with a screw.

Extracellular field potentials were amplified ×100 using Model 1700 by A-M Systems amplifier, band-pass filtered between 0.1 Hz and 5 KHz, and digitized by Digidata 1440 A at 56 kHz sampling rate (Molecular Devices). Data was analyzed using Clampfit 10.7 (Molecular devices) for fEPSPs or custom MATLAB functions (MathWorks).

### Surgical procedure for Ca^2+^ imaging

The surgical procedures were previously described^67^. First, 500 nL of the viral vector AAV5-CaMKII-GCaMP6f (prepared by University of North Carolina Vector Core) was injected into the CA1 pyramidal layer at the following coordinates: −2.18 mm AP, -1.5 mm ML, and -1.3 mm DV to bregma. The skin was sutured and disinfected using Betadine solution. Two weeks after virus injection, a glass guide tube was implanted directly above CA1. For this, a trephine drill was used to remove a circular part of the skull located posterior-lateral to the viral injection site, and the dura, cortex and the hippocampal commissures above the CA1 were removed by suction with a 29 gauge blunt needle while constantly washing the exposed tissue with sterile PBSx1 (Sigma Aldrich, CAS:7758-11-4). A glass guide tube was then implanted above the CA1 *stratum pyramidale*. A recording electrode (bipolar stainless steel; 0.1397 mm diameter with coating, 0.0762 mm bare diameter) was slowly lowered through a hole that was drilled adjacent to the guide tube into CA1 *stratum radiatum* (1.5 mm DV). The stimulating electrode (bipolar stainless steel; 0.1397 mm diameter with coating, 0.0762 mm bare diameter) was slowly lowered through the cortex into the nRE (0.82 mm posterior to bregma; 1.1 mm ML; 4.55 mm DV with angle of 15 degree). Ground electrode was screwed to the skull above the cerebellum. Test stimuli of 250 µA were delivered to the nRE at 0.06 Hz while the positions of the stimulation and recording electrodes were slightly adjusted to optimize the signal. The electrodes were firmly fixed and the remaining exposed area of the skull was covered with dental cement (C&B Metabond, Parkell) and dental acrylic (Henry Schein). A PLA+ bar was added to the posterior aspect of the construct to head fix the animal when needed. Two stainless-steel wires were inserted to either side of neck muscles, and referenced bipolarly, to measure EMG activity. 5 kHz noise in the LFP/EMG recordings generated by the electronic focus of the nVista3 microscope was filtered out by a band-pass filter (1-300 Hz).

### Ca^2+^ imaging in behaving mice

For time-lapse imaging in behaving mice we used an integrated miniature fluorescence microscope (nVista 3.0, Inscopix) as previously described^26^. At least two weeks after the glass guide tube implantation, we inserted a microendoscope consisting of a metal guide cannula (~3.1 mm length, 1.8 mm outer diameter) and a single gradient refractive index (GRIN) lens (4.0 mm length, 1.0 mm diameter) into the implanted glass tube and examined Ca^2+^ indicator expression in the operated mice (Inscopix data acquisition software, Inscopix). We then affixed the microendoscope within the glass guide tube using ultraviolet-curing adhesive (Flow-It A3, Pentron). Next, we attached the miniature microscope’s magnetic base plate to the dental acrylic surface with the ultraviolet-curing adhesive. At least a day later, the mice were habituated wearing the miniature microscope in their home cage for 30 minutes for 4–5 days. To record mouse behavior in the home cage, we used an overhead monochrome camera (GigE Vision, Basler AG), which we synchronized with the miniature microscope. Ca^2+^ imaging was performed at 10 Hz. Imaging sessions consisted of 18-min-long trials.

### Ca^2+^ imaging and LFP recording in anesthetized mice

For Ca^2+^ imaging and LFP recording sessions during anesthesia, mice were placed in an induction chamber connected to an isoflurane vaporizer (Isotec 5), the gas flow rate was turned on to 0.8 LPM and the vaporizer was set at 5% isoflurane. When the mouse’s breathing slowed down and became rhythmic, it was moved to a physiological monitoring system (75-1500 Harvard Apparatus) and the isoflurane level was reduced gradually and slowly to 1.5%. Respiration and heart rate were monitored and analyzed by the physiological monitoring system. To achieve a steady and consistent anesthetic depth, the isoflurane level was slightly adjusted between 1.3%–1.7% when needed in order to maintain a stable LFP activity pattern of 0.2–0.5 BSR and respiratory rate of 45–90 RPM throughout the duration of the anesthesia. Temperature was also maintained by the device at 37 °C throughout the procedure.

LFP activity in the CA1 *stratum radiatum* was recorded throughout the duration of anesthesia and Ca^2+^ measurements were taken once a stable LFP pattern was observed, ~120 min following anesthesia induction. Experiments were performed under 1.3–1.7% isoflurane, combined with oxygen (100%).

Acute local delivery of either TTX (Alamone labs, CAS:18660-81-6), VEH (DMSO, Sigma Aldrich, CAS:67-68-5) or CNQX (Tocris Bioscience, CAS:479347-85-8) and D-AP5 (Tocris Bioscience, CAS: 79055-68-8) during the anesthesia sessions was done using a microliter syringe (Hamilton #65460-05) terminating with a 33 AWG blunt end needle (Hamilton #7762-06), which was slowly lowered through the guide cannula. The syringe was controlled by a pump (World Precision Instruments #UMP3 and #MICRO2T) to deliver the drugs at a rate of 70 nL/min. After injection, the syringe was kept in place for an additional 10 min to prevent back propagation of the drug. After each injection, a small volume (100–500 nL) of the drug was released outside of the brain to ensure the needle was not clogged.

Acute i.p. injections of CNO (Sigma Aldrich, CAS:34233-69-7) or saline (Baxter, CAS:7647-14-5) were done using 0.5 ml sterile disposable syringes with 31 G insulin needle (insumed by PIC).

### Ca^2+^ imaging data analysis

We pre-processed the raw imaging data using commercial software (Inscopix data processing software, Inscopix). Raw data was spatially down-sampled by a factor of 2, cropped to 1200 by 840 µm rectangle, motion corrected, and exported as a TIFF file. Single neurons and their calcium signals for each data set were extracted using the constrained non-negative matrix factorization algorithm for endoscopic recordings^89^ (CNMF-E). The analysis parameters were set as described earlier:^26^ maximal diameter of neurons in the imaging plane was set to 13 pixels (gSiz), and the width of the gaussian kernel, which can approximate the average neuron shape, was set to 3 pixels (gSig). Neurons with spatial overlap ratio greater than 0.85, temporal correlation of calcium traces greater than 0.85 and centroid distance less than 2 pixels (dmin) were merged. Region of interest (ROIs) that had a minimum peak-to-noise ratio for a seeding pixel of 8 (min_pnr) and a minimum spike size of 5 (min, the actual threshold is = $$\left|{smin}*{noise\; level}\right|$$) were extracted. These parameters were used for all data sets analyzed in the paper. Due to one-photon background fluorescence fluctuations, motion artifacts, and segmented dendrites, some of the ROIs detected by CNMF-E cannot be considered as true cells, but false positive detections. Therefore, we have inspected the registered ROIs spatial footprints and excluded them based on the following exclusion criteria: minimum peak-to-noise ratio of 8, 300 > ROI size >30 pixels, and minimum circularity estimate of 0.5 (1 equals a perfect circle). Filtered data sets were further manually inspected and verified by the experimenter (~5-10% cells were excluded per data set). CNMF-E “S” output was used as the inferred spiking activity (event rate) obtained from the denoised (“C”) scaled version of DF (“C_raw”). “Event rate” of a cell was defined as it summed inferred spiking activity (obtained from the “S” output) throughout the recording session, divided by the recording time. “Total activity” of a session was defined as its cells’ median inferred spiking activity value, multiplied by the number of participating cells in the session. Single-cell and population analysis were performed with custom MATLAB functions.

### Anesthesia depth analysis

For detecting burst-suppression (deep anesthesia), raw LFP recordings were filtered between 1 and 1000 Hz. The absolute value of the signal was averaged and divided to bins of 700 ms, that showed a bimodal distribution and thus were used to classify the bins as periods of bursts or suppression. The negative peak of the bins’ histogram was used as a threshold in order to sort the bins to burst or suppression. Epochs of bursts were merged if the inter-burst interval was less than 2 s and were accepted as bursts only if their duration was greater than 2 s. Burst-suppression ratio (BSR) was calculated in 1 min bins as the fraction of time in suppression. Overall, this algorithm demonstrated >92% accuracy when compared to the manual scoring of two data sets from different genotypes.

Respiration and heart rate were monitored and analyzed by a physiological monitoring system (75-1500 Harvard Apparatus).

### c-Fos staining

30–60 min post-GA, mice were transcardially perfused with cold PBS followed by 4% paraformaldehyde (PFA) in PBS. The brains were extracted, postfixed overnight in 4% PFA at 4 °C, then rinsed 3 times with 0.1xPBS and kept in PBS. Brains were sectioned to a thickness of 50 μm using Leica microtome, then washed 3 times for 5 minutes in 1xPBS, then in PBST (0.1% TritonX-100). Free-floating sections were washed in PBS, incubated for 1 h in blocking solution (1% BSA and 0.3% Triton X-100 in PBS) and incubated with the primary c-Fos antibody (rabbit, Synaptic Systems, Cat.No. 226 003; 1:10,000) for five nights at 4 °C. Sections were then washed with PBS and incubated for 2 h at room temperature with secondary antibody (goat anti-rabbit, DyLight 488, Jackson Laboratories; 1:600) in 1% BSA in PBS. Finally, sections were washed in PBS, mounted on slides with DAPI mounting medium (Sigma, F6057), and sealed. Imaging was performed by Leica Aperio VERSA8 slide scanner.

### Detection of IESs in fAD models

High-voltage IESs were detected by setting a threshold of 10 *z*-scores above and below the mean voltage during the suppression epochs of the recording and accepted only if their peak-to-peak value within 30 ms was greater than 10 *z*-scores. A dead-time of 50 ms was set to ensure the same spike was not counted twice. Subsequently, all spikes were manually inspected and approved.

A nonparametric significance test based on jittering was used to validate the significance of cross-correlations of mPFC & CA1 IES, as described previously^90,91^. Synchrony was defined as the mPFC IES rate within different bin sizes (10, 50, 100, 500, 1000 ms bin half-widths) centered around each CA1 IES. For each bin size, we created 1000 surrogate jittered mPFC spike trains where each mPFC IES was jittered randomly between +/− 2*half-width. Synchrony at each bin was then calculated for each jittered spike train against the real CA1 spike train. Real CA1-mPFC synchrony values in the 99.999^th^ percentile of CA1-jittered synchrony values were deemed statistically significant (*P* = 0.001).

### Spatial working memory test

Spatial working memory was examined using a continuous variation of the T-maze called Delta-maze^92^. In sum, mice were required to traverse the central arm of a delta-shaped maze and alternate between left and right turns during subsequent trials (Supplementary Fig. 1e). Correct trials were reinforced with a drop of condensed milk at the edge of the selected sidearm. After entering one of the side arms, retracing was prevented by hinged doors such that mice could initialize a new trial only by returning to the base of the central arm via a connecting arm. At the base, mice were confined for a specified delay before the door to the central arm was opened and a new trial commenced. The first trial of each session contained a reward in both side arms of the maze. Prior to the onset of training, mice were habituated to the apparatus for 15 m a day for 5 consecutive days. During training, mice performed 10 trials of the task with a 10 s delay. During testing, the delay varied between days from 10 to 180 s. To facilitate learning and ensure consistent motivation when performing the task, the food intake of mice was restricted such that their weight was kept at 85–90% relative to ad libitum feeding. The success rate was defined as the percentage of correct alternations relative to the number of trials.

### snRNA-seq library preparation and pre-processing

All the mice were rapidly decapitated, then brains were quickly removed, and tissue dissection was performed immediately. The tissue was frozen after dissociation and kept at −80 °C until further processing. 

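The labels of the deposited samples do not give the batch. The numbers of the mice fall into runs, and mice 1 to 4 hold 1 mouse of each of the 4 groups, as do mice 14 to 17. Mitochondrial genes took 0.939% to 1.78% of the UMIs in mice 1 to 4 and 0.0353% to 0.336% in the other 16 mice. One of the CA1-like clusters, with 3442 nuclei, came to 94.0% from mice 1 to 4, and the other, with 13850 nuclei, to 0.722%. Taking mice 1 to 4 as a block, an alternative chosen after these values were seen, left the number of DEGs between the genotype labels at 0 in both states.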

Tissue was processed in batches of four with samples from each experimental group of male mice (WT-awake, WT-GA, fAD-Awake, fAD-GA). WT-GA and fAD-GA groups were decapitated 3 h after anesthesia induction. Working on ice throughout the nuclei isolation process, the frozen hippocampus tissue was processed as previously reported^93^ with the following changes: NP40 Lysis buffer contained 10 mM Tris HCL pH 7.5, 10 mM NaCl, 3 mM MgCl2, 0.1% NP-40, 40 U/mL of RNAse inhibitor (NEB M0314L), and the tissue was gently dounce homogenized 10 times with pestle A followed by 10 times with pestle B. The snRNA libraries were prepared using the 10× Chromium controller instrument and Single Cell 3’ Reagent Kits v3, following the manufacturer’s protocol, and sequenced using NextSeq 2000. De-multiplexing, alignment to the mm10-2020-A transcriptome, and gene quantification were performed using the Cellranger toolkit (v.5.0.0, chemistry V3, 10X Genomics, 3′ chemistry, and --include-introns flag). Empty droplet removal and ambient RNA correction were done using CellBender^94^. 

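The deposited files held 160777 nuclei, with 229 genes in the nucleus with the fewest, and 0 nuclei lay under 200 genes. The median UMI count per nucleus was between 1235 and 3169 over the 20 mice.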

Nuclei with fewer than 200 detected genes were filtered out.

### snRNAseq data analysis

SnRNA-seq data was scaled and clustered by Seurat package v.4.1.0^95^, following our analysis pipeline previously described^93,96^. Briefly, we performed log-normalization of genes within each sample (NormalizeData function), selection of variable features by variance-stabilizing transformation (FindVariableFeatures function), and scaling genes across samples (ScaleData function). 

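Doublets were scored here against simulated pairs of nuclei of the same mouse, and 10844 nuclei (6.74%) were marked. Of 62 clusters, 15 held over 40% marked nuclei and were left out. Such clusters with CA1 markers held 1.12% of the nuclei in WT-Awake, 1.25% in fAD-Awake, 0.906% in WT-GA and 1.84% in fAD-GA.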

Doublet cells were identified by DoubletFinder (v3)^97^, filtering out cells and small clusters of cells with high doublet scores. Batch correction by Harmony algorithm (package v.0.1.0)^98^. Dimension reduction by principal component analysis (PCA, RunPCA function), and top PCs were used for embedding in 2D by UMAP and for clustering by Louvain community detection algorithm on the k-NN neighbor graph (FindNeighbors and FindClusters function). Identification of cell types was done using a logistic regression classifier (linear_model.LogisticRegression from Python’s sklearn package) trained on published mouse hippocampus dataset^99^ (Trained on 80%, tested on 20%). Clusters were annotated to cell types according to the classifier’s output and validated using marker genes, specifically identifying the CA1 neurons. Differential expression test on CA1 neurons was done using the MAST^100^ algorithm corrected for batch (FindMarkers function with test.use = “MAST”, latent.vars=Batch, assay=RNA), requiring differential genes to be expressed in at least 10% of nuclei in the given cluster and with at least 0.25-fold change. 

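With the hurdle test on nuclei, 4681 genes were tested in the awake state and 5063 under GA, each with a UMI in at least 10% of the nuclei of either group. Without the minimum average log2 fold change of 0.2, 4360 and 3218 genes had an adjusted p under 0.05. In nuclei simulated with no differences between mice, the same test recovered 100% of 200 changed genes, and 0.99% of its calls were false. Of the 20 genes of Fig. 1h it called 15 under GA, all in the direction of the figure.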

The differential expression signatures were tested for enriched pathways using a hypergeometric test, and corrected for multiple hypotheses by FDR, comparing against the pathways annotations from KEGG (using clusterProfiler method enrichKEGG, organism=mmu), Reactome (using ReactomePA method enrichPathway organism=mouse) and GO (using clusterProfiler method enrichGO, OrgDb=org.Mm.eg.db, ont=BP, pAdjustMethod=BH), compared to the background set of all expressed genes within our dataset. Enriched pathways were clustered using the simplifyEnrichment package (kappa distance with binary_cut) with the clustering cutoff set by manual inspection.

### Statistical analysis

Error bars shown in the figures represent SEM. All the experiments were repeated at least in three different animals. Statistical significance was assessed by unpaired or paired Student’s *t*-tests, Mann–Whitney *U*-tests, one-way analysis of variance (ANOVA), or two-way ANOVA, where appropriate (multiple comparison tests are specified in figure legends). Normality was assessed using the Shapiro–Wilk test. For non-normal distributions, differences between groups were tested with the Wilcoxon signed-rank test for paired data and Mann–Whitney test for unpaired data. Correlation was assessed using the Spearman test. A comparison of distributions was performed by Kolmogorov–Smirnov test. Statistical analysis was performed using Prism 9.0 GraphPad. The statistical test, *P* value, and the number of cells / mice that went into the calculation are reported in figure legends. Significance was declared at *P* < 0.05 and all tests were two-sided.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The authors declare that the main data supporting the findings of this study are available within the article and its Supplementary Information files. The raw and processed sequencing data generated in this study is publicly available in the Gene Expression Omnibus database under accession code number GSE245201. Extra data are available from the corresponding author upon request. Source data are provided with this paper.

# Supplementary material for: Deep brain stimulation of thalamic nucleus reuniens promotes neuronal and cognitive resilience in an Alzheimer’s disease mouse model
**Source:** Nat Commun. 2023 Nov 2;14:7002. doi: 10.1038/s41467-023-42721-5
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

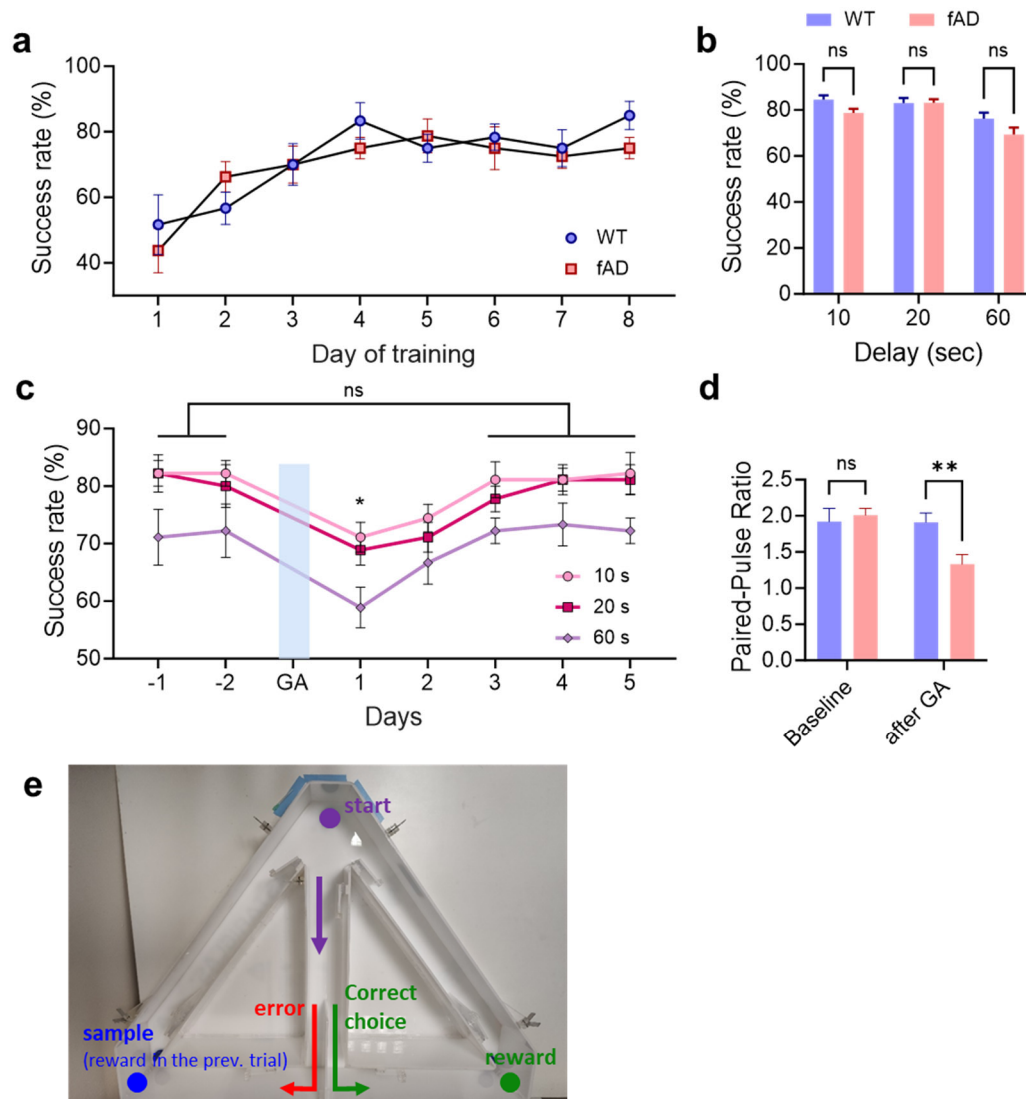

**Figure S1 | Spatial working memory of 4-5-month-old fAD mice was not different than WT littermates.** **a** Learning curve of spatial working memory (SWM) assessed by delta-maze was similar between genotypes ( $P = 0.64$ ; Two-way ANOVA, WT  $n = 6$ , APP/PS1  $n = 8$ ). **b** No difference in SWM in delta-maze between 4-5 m.o. WT ( $n = 9$ ) and fAD ( $n = 9$ ) mice (Two-way ANOVA with Sidak's multiple comparison tests: 10 sec  $P = 0.329$ , 20 sec  $P > 0.999$ , 60 sec  $P = 0.1986$ ). **c** Delta maze success rate of fAD mice before and after general anesthesia (GA). The impairment in SWM performance of fAD mice following GA was transient. **d** Paired-pulse ratio in the nRE-CA1 synapse was similar in WT (blue,  $n = 6$ ) and fAD (red,  $n = 8$ ) during 3 days of baseline, but lower in fAD in the 3 days following GA ( $P = 0.004$ , mixed effect analysis with Sidak's multiple comparison tests: baseline  $P = 0.8723$ , after GA  $P = 0.0078$ ). **e** SWM was examined

using Delta-maze, a continuous variation of the T-maze. ns – non-significant,  $**P < 0.01$ . Error bars represent SEM.

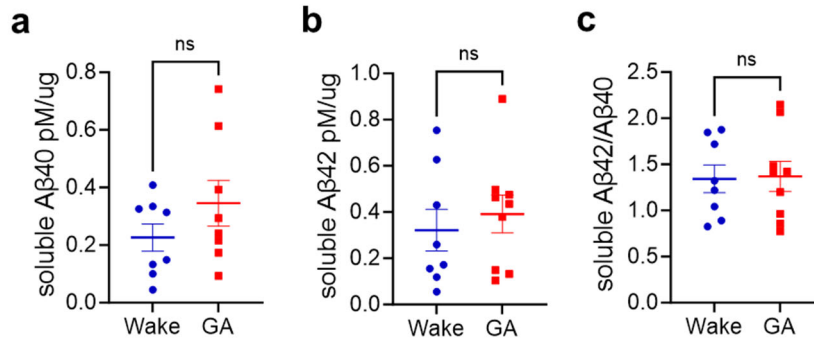

**Figure S2 | Soluble Aβ40 or Aβ42 levels in the hippocampus of APP/PS1 mice. a-b** Soluble Aβ40 (a) and Aβ42 (b) levels in awake (n = 8) and following GA (3hr, 1.5% isoflurane, n = 9) 5-m.o. APP/PS1 mice.  $P = 0.44$  for Aβ40 and  $P = 0.61$  for Aβ42. **c** Aβ42/Aβ40 ratio in soluble fraction ( $P = 0.96$ , the same data as in a,b). Mann-Whitney two-tailed u test was used for the analysis (a-c). ns – non-significant. Error bars represent SEM.

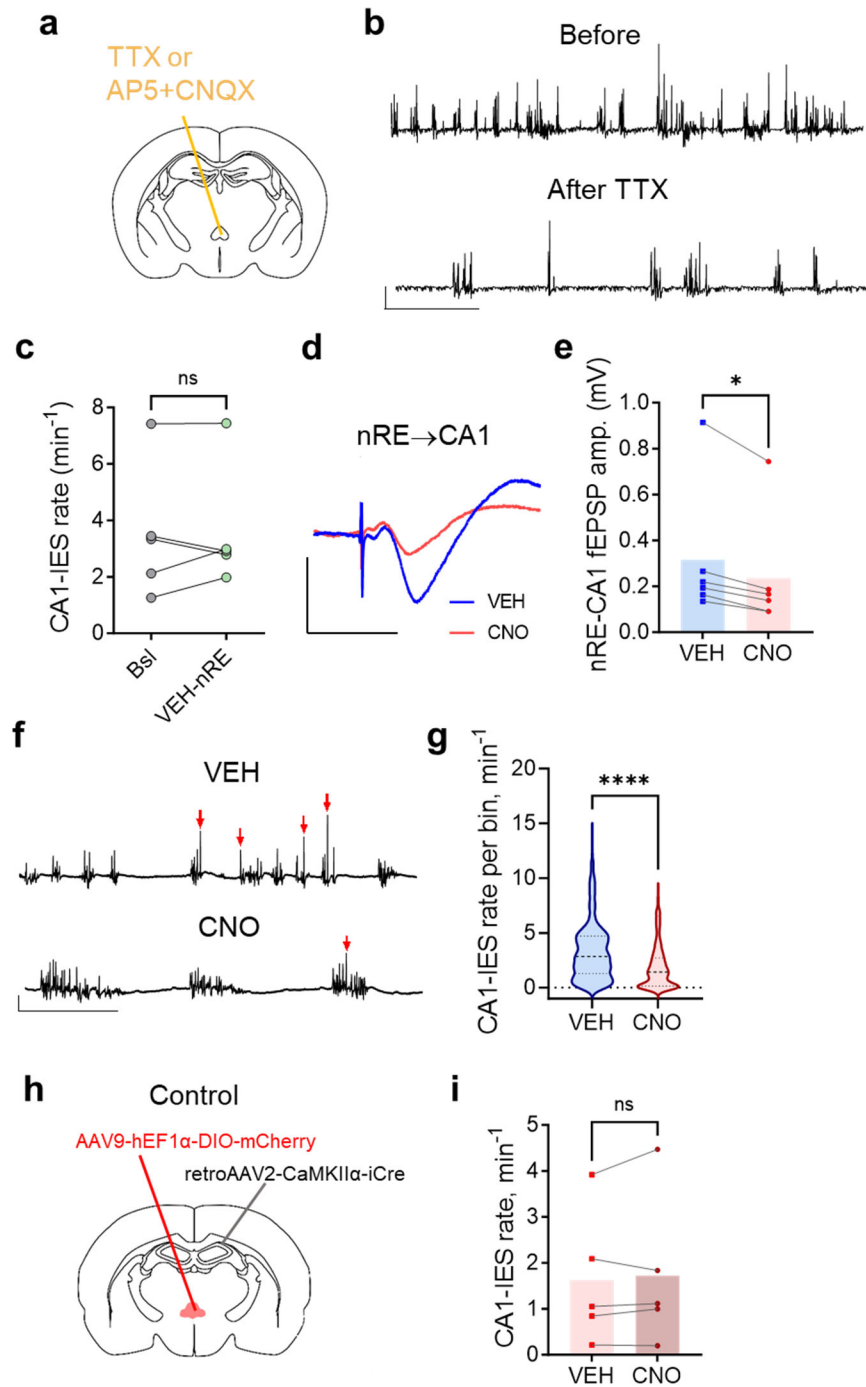

**Figure S3 | Pharmacological and pharmacogenetic inactivation of nRE.** **a** Illustration of local TTX / CNQX+ AP5 injection to the nRE. **b** Representative traces of CA1 LFP recordings, depicting interictal epileptiform spikes (IES) before and after local TTX injection to the nRE of anesthetized fAD mice. Scale bars: 0.5 mV, 20 sec. **c** Local injection of VEH (DMSO) to the nRE didn't cause a significant change in the mean rate of IES in anesthetized fAD mice during the 10-40 minutes following the injection, compared to the 30 minutes prior to injection ( $P = 0.6250$ , Wilcoxon two-

tailed test,  $n = 5$ ). **d** Representative fEPSP recordings evoked by 0.15 mA stimuli at 0.06 Hz in nRE-CA1 synapse 30 min after VEH (saline) vs CNO i.p. injections (5 mg/kg). Scale bars: 0.5 mV, 20 ms **e** Effect of CNO versus VEH on the peak amplitude of fEPSP in the nRE-CA1 synapses of awake, head fixed APP/PS1 mice expressing hM4D(Gi)-mCherry in the nRE-CA1 synapses ( $P = 0.031$ , Wilcoxon two-tailed test,  $n = 6$ ). **f** Representative traces of CA1 LFP recordings, depicting IESs (red arrows) before and after CNO i.p. injection in anesthetized fAD mice expressing hM4D(Gi)-mCherry in the nRE-CA1 synapses. Scale bars: 0.5 mV, 20 sec. **g** Violin plot of CA1 IES rate per 1 min bins ( $P < 0.0001$ , Mann-Whitney two-tailed test, same data as in Fig. 2f). **h** Mice were injected with a retrograde viral vector carrying iCre in the CA1 stratum lacunosum moleculare (SLM) and with a control viral vector carrying Cre-dependent mCherry in the nRE, consequently expressing mCherry only in nRE cells that send projections to the CA1. **i** Rate of CA1-IES after VEH (saline) vs CNO i.p. injections (5 mg/kg) in control group of anesthetized fAD mice expressing mCherry in the nRE-CA1 synapses ( $n = 5$  mice,  $P = 0.625$ , Wilcoxon two-tailed test). ns – non-significant,  $*P < 0.05$ ,  $****P < 0.0001$ . Error bars represent SEM.

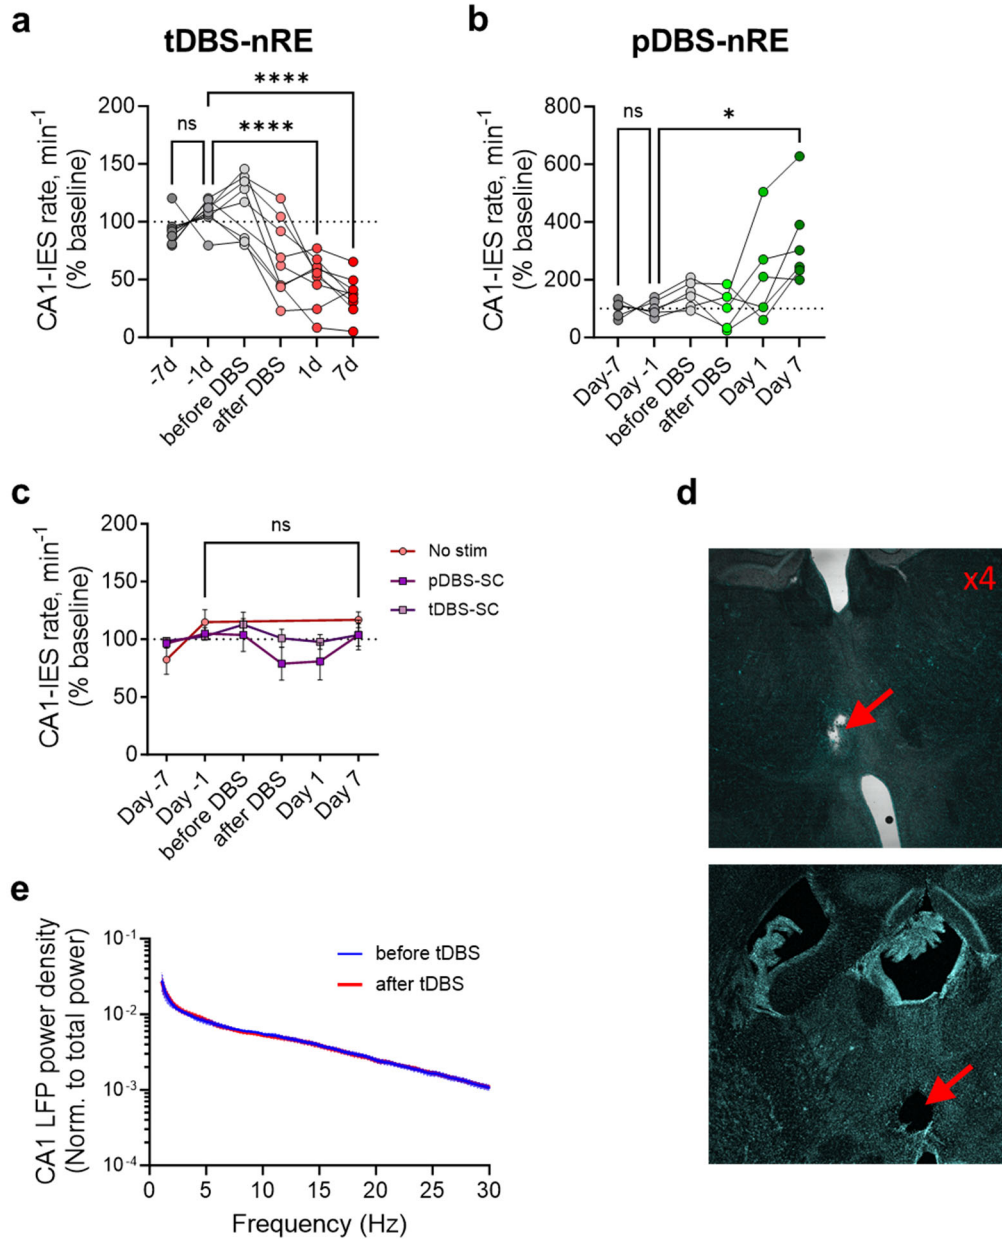

**Figure S4 || Bi-directional regulation of CA1 hyperexcitability by tonic versus phasic nRE stimulation under anesthesia in fAD mice.** **a** fAD mice displayed lower frequency of IES in CA1 during GA following tDBS in the nRE ( $P < 0.0001$ , mixed effect analysis with Sidak's multiple comparison tests: -1d vs -7d  $P = 0.4186$ , -1d vs +1d or +7d  $P < 0.0001$ ,  $n = 9$ ). **b** fAD mice displayed higher frequency of IES in CA1 during GA following pDBS in the nRE ( $P = 0.0283$ , mixed effect analysis with Sidak's multiple comparison tests: -1d vs -7d  $P = 0.987$ , -1d vs 7d  $P = 0.021$ ;  $n = 6$ ). **c** fAD mice didn't display a significant change in the frequency of IES in CA1 during GA following sham, pDBS or tDBS in the SC. ( $P = 0.899$ , mixed effect analysis with Sidak's multiple comparison tests: Day -1 vs. Day 7  $P > 0.9$  for all groups;  $n = 6, 4$  and  $4$  for sham, pDBS

and tDBS) **d** Representative histology pictures of fAD mice brains after DBS experiment. Red arrows mark the stimulation electrodes location in the nRE. **e** CA1 LFP power spectra during GA before (blue line) and after (red line) tDBS-nRE in APP/PS1 mice ( $n = 5$ ). ns – non-significant,  $*P < 0.05$ ,  $****P < 0.0001$ . Error bars represent SEM.

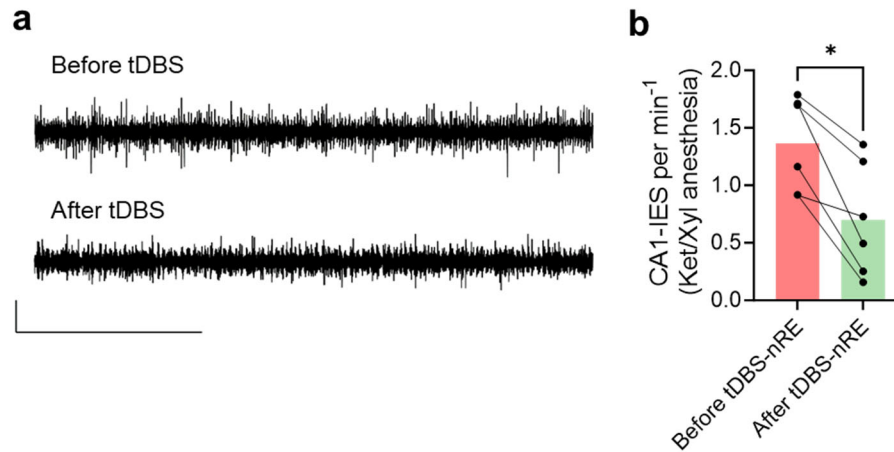

**Figure S5 | tDBS-nRE suppresses CA1-IESs under ketamine-xylazine anesthesia. a** Representative CA1 LFP recordings during ketamine-xylazine anesthesia before and after tDBS-nRE. Scale bars: 1 mV, 30 sec. **b** Summary data across 6 mice ( $P = 0.031$ , Wilcoxon two-tailed test). \*  $P < 0.05$ .

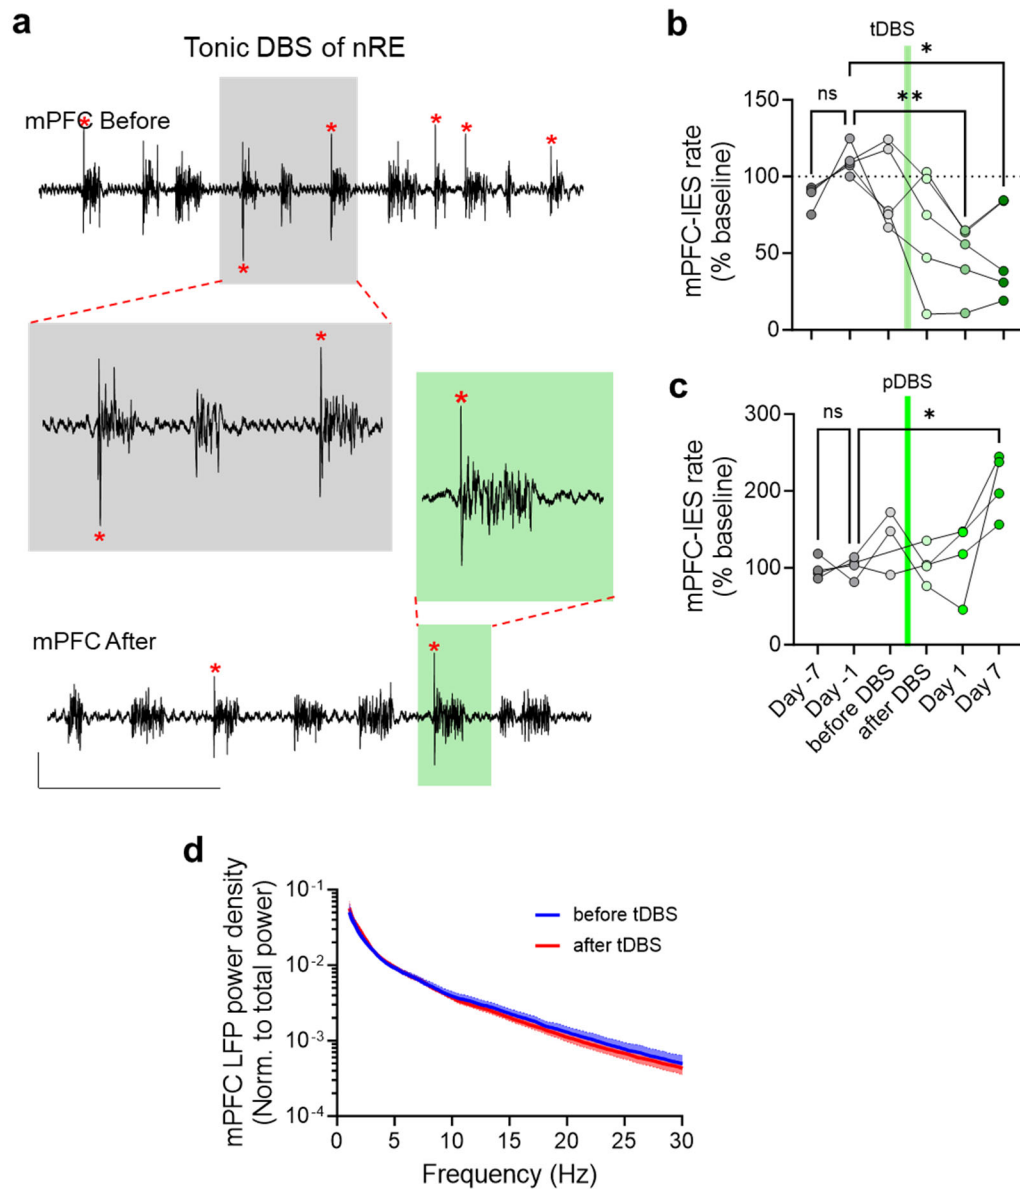

**Figure S6 | Bi-directional regulation of mPFC hyperexcitability by tonic versus phasic nRE stimulation under anesthesia in fAD mice.** **a** Representative traces of LFP recordings in the mPFC, depicting IES in the baseline (*top, gray*) and after nRE tonic DBS (*bottom, green*) in anesthetized fAD mice. Scale bars: 20 sec, 0.5 mV. **b** fAD mice displayed lower frequency of IES in the mPFC during GA following tDBS in the nRE ( $P = 0.0076$ , mixed effect analysis with Sidak's multiple comparison tests: -1d vs -7d  $P = 0.171$ , -1d vs +1d  $P = 0.009$ , -1d vs +7d  $P = 0.046$ ,  $n = 5$ ). **c** fAD mice displayed higher frequency of IES in the mPFC during GA following tDBS in the nRE ( $P = 0.028$ , one way ANOVA with Sidak's multiple comparison tests: -1d vs -7d  $P = 0.979$ , -1d vs +7d  $P = 0.041$ ,  $n = 4$ ). **d** mPFC LFP power spectra during GA before (blue line) and after (red line) tDBS-nRE in APP/PS1 mice ( $n = 5$ ). ns – non significant,  $*P < 0.05$ ,  $**P < 0.01$ .

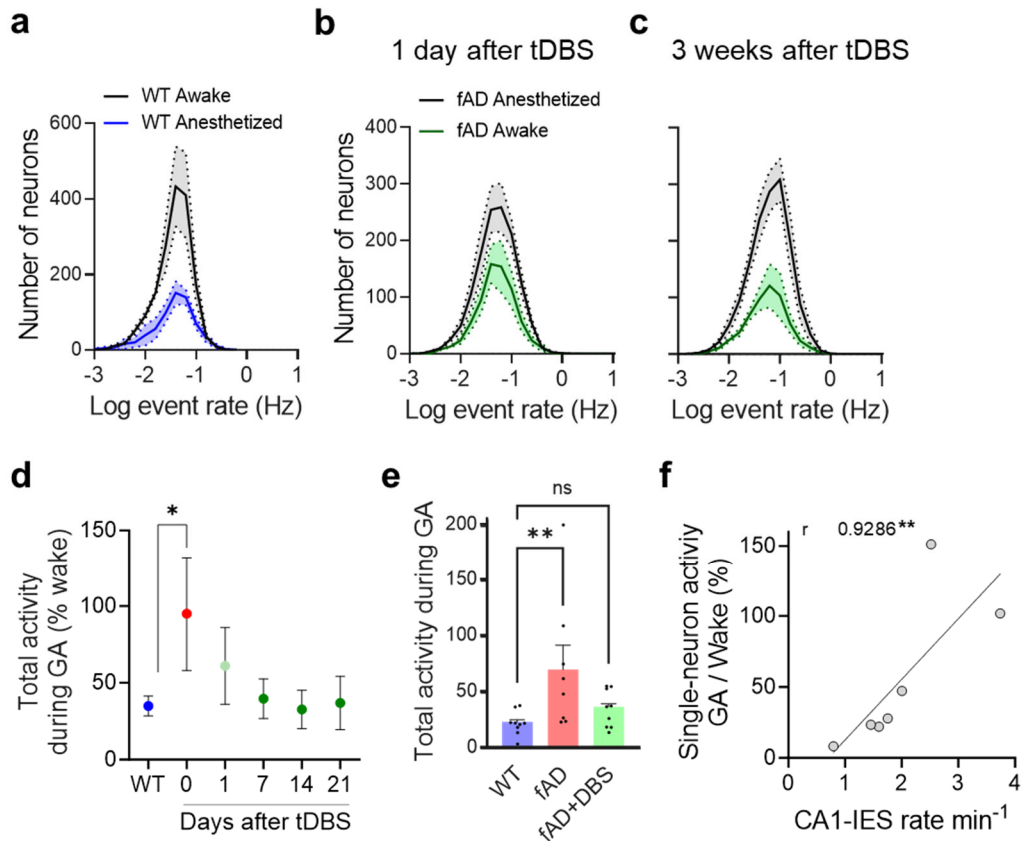

**Figure S7 | Tonic nRE stimulation restores anesthesia-induced dyshomeostasis of CA1 activity in fAD mice.** **a** Effect of general anesthesia on average  $\text{Ca}^{2+}$  event rate distributions of CA1 neuronal populations in WT mice ( $n = 3$ ). **b-c** Effect of general anesthesia on average  $\text{Ca}^{2+}$  event rate distributions of CA1 neuronal populations in fAD mice 1 day (**b**) and 3 weeks (**c**) after tDBS-nRE. **d** Single-neuron activity (mCaR\*Na) during anesthesia, normalized to the activity during awake at the same day, of WT and fAD before and after tDBS-nRE (one-way ANOVA with Sidak's multiple comparison tests: WT vs. fAD -7 days  $P = 0.0466$ , WT vs. fAD +7, 14, 21, 28 days  $P > 0.9$ ; WT  $n = 9$ , fAD  $n = 3$ ). **e** Single-neuron activity (mCaR\*Na) during anesthesia was higher in fAD mice compared to WT before DBS, but similar to WT after DBS ( $P = 0.0014$ , Kruskal-Wallis test with Dunns' multiple comparison tests: WT vs. fAD  $P = 0.009$ ,  $n = 3$ , WT vs. fAD+DBS  $P = 0.26$ ,  $n = 3$ ; dots represent recording sessions). **f** Single-neuron activity (mCaR\*Na) during anesthesia, normalized to the activity during awake at the same day, is correlates to the frequency of CA1 IESs during the same session of anesthesia (Spearman  $r = 0.93$ ,  $P = 0.0067$ ). ns – nonsignificant,  $*P < 0.05$ ,  $**P < 0.01$ . Error bars and bands represent SEM.

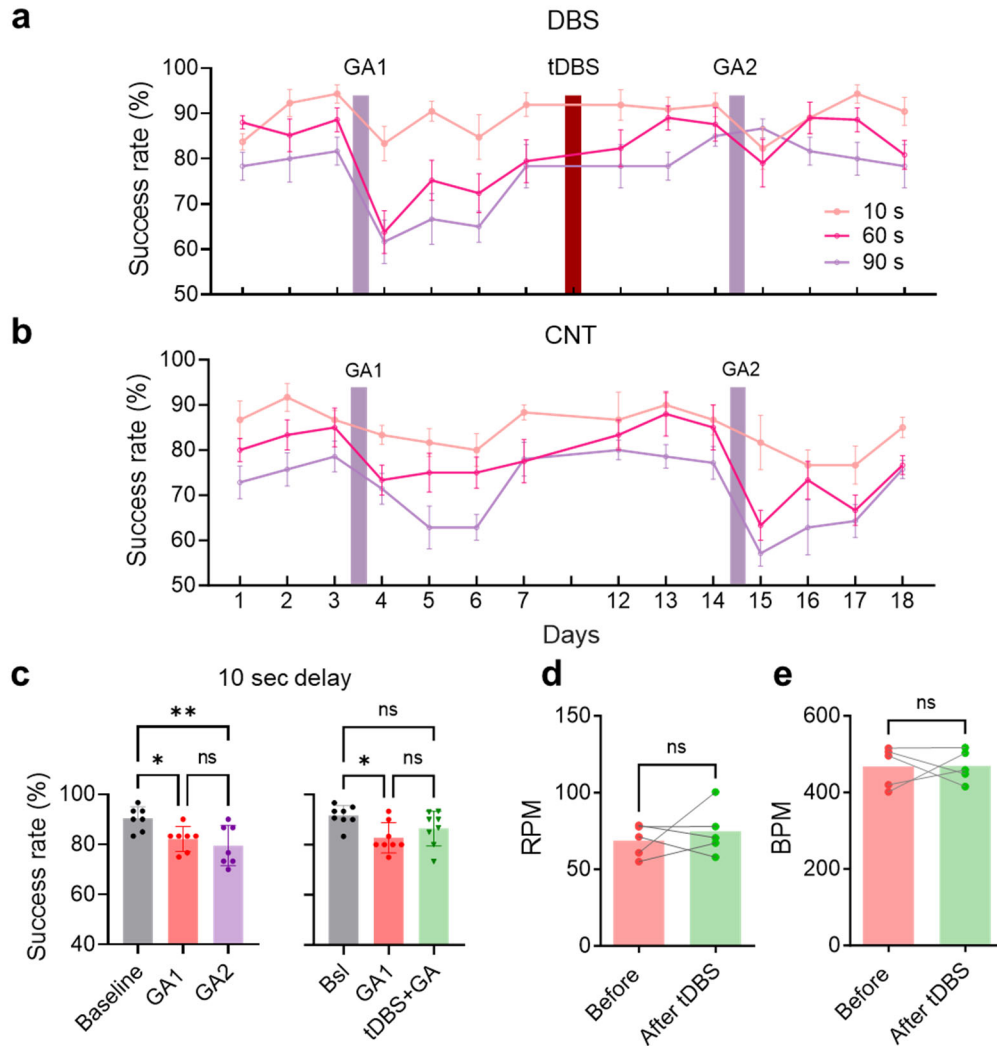

**Figure S8 | Tonic nRE stimulation rescues anesthesia-induced impairments of spatial working memory in fAD mice.** **a** Summary data showing the effect of GA on delta maze success rate before and after tonic DBS in fAD mice for 10, 60 ( $n = 8$ ) and 90 sec ( $n = 7$ ) delay intervals. **b** Summary data showing the effect of 2 consecutive sessions of GA on delta maze success rate in fAD mice for 10, 60 and 90 sec delay intervals ( $n = 6$ ). **c** Left: GA-induced impairments of SWM in delta maze, at 10 sec delay, following a second round of anesthesia in the same mice were similar to the first anesthesia (Friedman test with Dann's multiple comparison tests: baseline vs 1<sup>st</sup> GA:  $P = 0.049$ , GA1 vs GA2:  $P = 0.004$ , baseline vs 2<sup>nd</sup> GA:  $P > 0.9999$ ;  $n = 6$ ). Right: GA-induced impairment of SWM in delta maze, at 10 sec delay, was rescued by tDBS-nRE preceding isoflurane exposure (One-way ANOVA with Sidak's multiple comparison tests: baseline vs 1<sup>st</sup> GA:  $P = 0.049$ , GA1 vs GA2:  $P = 0.64$ , baseline vs 2<sup>nd</sup> GA:  $P = 0.24$ ;  $n = 8$ ). **d** No difference in mean respiration per minute (RPM) during anesthesia before and after tDBS-nRE ( $P = 0.8125$ , Wilcoxon two-tailed test,  $n = 5$ ). **e**, No difference in heart rate, measured by mean beats per minute (BPM),

during anesthesia before and after tonic 25 Hz nRE DBS ( $P > 0.9999$ , Wilcoxon two-tailed test,  $n = 5$ ). ns - non significant,  $*P < 0.05$ ,  $**P < 0.01$ . Error bars represent SEM.

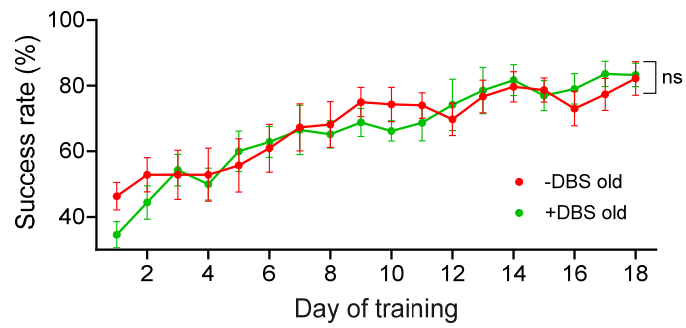

**Figure S9 | Learning curve in 8-9 month old APP/PS1 mice (related to Fig. 7).** Learning curve of SWM during delta-maze training was similar between groups in APP/PS1 mice ( $P = 0.81$ ; Two-way ANOVA, -DBS  $n = 7$ , +DBS  $n = 7$ ).

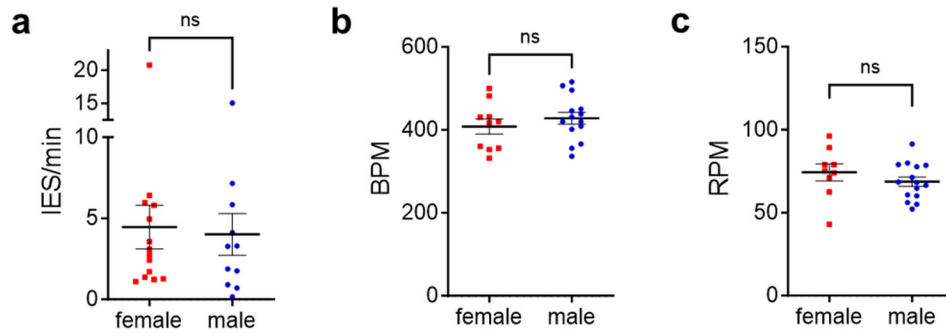

**Figure S10 | Electrophysiological and physiological measurements of male and female APP-PS1 mice during anesthesia.** **a** Males and females displayed similar frequency of IESs. (male  $n = 11$ , female  $n = 14$ . Mann-Whitney two-tailed test.  $P = 0.8089$ ). **b** No difference in heart rate during anesthesia, measured by mean beats per minute (BPM) between males and females ( $P = 0.8432$ ; unpaired two-tailed  $t$ -test; male  $n = 14$ , female  $n = 10$ ). **c** No difference in mean respiration per minute (RPM) during anesthesia between males and females ( $P = 0.2682$ ; unpaired two-tailed  $t$ -test; male  $n = 15$ , female  $n = 9$ ). Error bars represent SEM.

# Supplementary material for: Deep brain stimulation of thalamic nucleus reuniens promotes neuronal and cognitive resilience in an Alzheimer’s disease mouse model
**Source:** Nat Commun. 2023 Nov 2;14:7002. doi: 10.1038/s41467-023-42721-5
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Extracellular field potentials were amplified x100 using Model 1700 by A-M Systems amplifier, band-pass filtered between 0.1 Hz and 5 KHz, and digitized by Digidata 1440A at 56 kHz sampling rate (Molecular Devices).  
Physiological measurements (BSR, RPR) were collected using 75-1500 physiological monitoring system (Harvard Apparatus).  
Ca2+ imaging data was collected using nVista 3.0 (Inscopix).  
cFos imaging was preformed using VERSA8 slide scanner (Leica Aperio).  
For snRNA-seq 10X Genomics (chemistry V3), Illumina NextSeq 2000.

#### Data analysis

Physiological measurements: 75-1500 physiological monitoring system (Harvard Apparatus);  
LFP and fEPSP data: Clampfit 10.7 (Molecular devices) and MATLAB;  
Ca2+ imaging: Inscopix data processing software (Inscopix) and Matlab - using the constrained non-negative matrix factorization algorithm for endoscopic recordings (CNMF-E) and custom functions (MathWorks);  
cFos imaging and histology: ImageJ;  
Statistical analysis: GraphPad Prism 9.  
Data analysis of the single-nuclei RNA sequencing was done in: CellRanger - version 5.0.0, CellBender; Seurat - a free open-source program - version 4.1.0; DoubletFinder\_v3; Python's sklearn package; R rstatis package; Harmony package v.0.1.0.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size was chosen on the basis of our prior study that showed significant effects with similar sample sizes (Zarhin et al. 2022).                                                                                                                                                                                                                                                                                                                          |
| Data exclusions | For all experiments, mice that showed signs of injury, pain or disease were excluded from the experiment. For experiments involving electrodes implantation, animals that postmortem histology revealed a wrong location of electrodes were excluded. Sessions of unstable anesthesia were excluded from the analysis.                                                                                                                                              |
| Replication     | There were 3 replicated experiments in this study:<br>1) Effect of anesthesia on behavior - Fig. 1e and Fig. 6b;<br>2) Effect of tDBS-nRE on epileptiform spikes: Fig. 3h,j and Fig. 6f,g.<br>3) Replication of published results from our previous study (Zarhin et al., 2022) on induction of epileptiform spikes (Fig. 1a-b) and CA1 activity dysregulation (Fig. 5c,g) by general anesthesia in APP/PS1 mice.                                                   |
| Randomization   | Samples were chosen randomly from each genotype per treatment per time point.                                                                                                                                                                                                                                                                                                                                                                                       |
| Blinding        | The majority of the experiments were not blinded due to irrelevance or lack of technical feasibility (when perturbations, measurements and analysis in the same animal were done by a single person). For the experiments that were performed by 2 researchers (Fig. 1f and Fig. 7), each of them was blinded to the findings of the other. When possible (Fig. 2, 3j-k, 4u, 6i-k), the researcher was blinded to the timing of perturbations during data analysis. |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | c-Fos antibody (rabbit, Synaptic Systems, Cat.No. 226 003; 1:10,000) and secondary antibody (goat anti-rabbit, DyLight 488, Jackson Laboratories; 1:600)                                                    |
| Validation      | Commercial c-Fos antibody was validated by the manufacturers and used in references found here: <a href="https://sysy.com/product-factsheet/SySy_226003">https://sysy.com/product-factsheet/SySy_226003</a> |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Experiments were performed on 4-5 and 8-9 month old APP/PS1 (APPSwe/PS1delta9) hemizygotes (Stock No. 005864, The Jackson Laboratory) on a C57BL/6J-congenic background, and their wild-type littermates.                                                                                                                                                                            |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                             |
| Reporting on sex        | Both male and female mice were employed for electrophysiological and Ca <sup>2+</sup> imaging measurements. Due to the complexity of the behavioral experiments, combined with electrophysiology, and taking into account the substantial body of prior behavioral studies conducted in our lab and within the broader literature, we utilized male mice for behavioral assessments. |
| Field-collected samples | No field collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                  |
| Ethics oversight        | All animal experiments were approved by the Tel Aviv University Committee on Animal Care (approvals 01-19-036 and TAU-MD-IL-2204-141-5).                                                                                                                                                                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

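Hippocampal nuclei of 20 mice were profiled by single nuclei RNA-sequencing, and the authors deposited UMI counts per gene and nucleus without normalization, 1 library per mouse. The methods name Cell Ranger with introns included and the mm10-2020-A transcriptome, followed by CellBender, a minimum of 200 genes, DoubletFinder and Harmony. The header of the deposited count files names Cell Ranger only and the counts were whole numbers. The kit is version 3 in the methods and another version in the labels. Sample groups were taken from the labels: 6 WT-Awake, 3 fAD-Awake, 3 WT-GA, 4 fAD-GA and 2 ketamine mice of each genotype, with GA of 3 h at 1.5% isoflurane and ketamine of 150 mg/kg with xylazine of 12 mg/kg. Prnp goes against the genotype labels of some mice, so groups are named as labelled.

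From these counts, nuclei with under 200 genes were to be removed (0 were), doublets were scored per mouse, and all nuclei were clustered on 2000 variable genes with 30 principal components, 20 neighbours and Leiden resolution 1 (leidenalg 0.10.2, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1, Python 3.11.15). A cluster was named from markers fixed before the data were examined, with at least 3 detected. A rule added after the clusters were seen leaves a cluster unnamed when more markers of another class than of its own are among its top 10 genes. At Leiden resolution 1 it kept a cluster closest to CA3 (4.95% of the nuclei in WT-Awake, 4.34% in fAD-Awake, 3.35% in WT-GA and 5.52% in fAD-GA) and one closest to oligodendrocytes (0.436%, 0.39%, 0.355% and 0.445%) out of their classes, and no CA1-like cluster. At Leiden resolution 2 a cluster of 648 nuclei closest to CA1 was left unnamed, with 0 of its own markers and 1 of another class in its top 10 genes. Mice 1 to 4 had 557, 345, 768 and 704 CA1-like nuclei there, against 834, 417, 1072 and 961 at resolution 1, with smaller falls in the other mice. Which classes these nuclei joined was not examined, so other cell types among the CA1-like sums of mice 1 to 4 are not excluded. CA1-like nuclei were summed per mouse. Genotype and state were compared with edgeR 4.0.16 (R 4.3.3; TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05) in 1 fit of 16 mice, or of 20 mice and 13937 genes for ketamine. The common biological coefficient of variation was 0.297. CPM means come from the normalization of the 20 mice. Gene sets were tested with camera and fry of limma 3.58.1 on log-CPM with a prior count of 2. Single genes in few mice were compared with exact permutation tests. Coordinates are those of GRCm38.

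Named genes are those that the text or Fig. 1g and Fig. 1h name, label checks (Prnp and App; a further one is not reported here), activity-regulated genes as checks of the state, and per comparison the 5 genes with the smallest adjusted p in each direction among those called. This rule was fixed before the data were examined. The tests were tried on simulated counts. With 200 genes changed by folds of 2 and 3, edgeR recovered 22.5% and 60.2% of them in the awake comparison and 23.5% and 57.1% in the GA comparison, and 4.65% and 6.98% of its calls were false. DESeq2 1.42.0 recovered 52% in both, with 9.57% and 17.5% false calls.

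The alternatives were DESeq2, no gene filter, genes in at least 10% of nuclei, only the 2 groups compared, doublets kept, at least 500 genes per nucleus, Leiden resolution 2, 263 nuclei drawn per mouse, the run of mouse numbers as a block, a 12-mouse set without mice 12, 13, 20 and 29, nuclei as units, limma-voom weights for the gene sets, and each mouse left out in turn. Mice 1 to 4 as a block, all mice but these 4, and each mouse left out for the counts of nuclei, were added after seeing the data. The paper's MAST test with its batch term and its pathway annotations were not run. The interaction was not run with only the 2 groups compared or with nuclei as units. Other cell classes were tested where at least 3 mice of each group had 50 nuclei.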

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

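The tests of batch and depth below, and the other splits of the mice for GA against awake, were chosen after the results were seen.

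Of 34 groups searched for a mouse far from the others, 4 had one, where chance gives about 1 in 20. Mitochondrial genes took 1.05% of the UMIs in WT-Awake mouse 1, against 0.0363% to 0.202% in the other WT-Awake mice, and 0.939% in fAD-GA mouse 4, against 0.0437% to 0.0916%. The lowest share of mice 1 to 4 was 2.79 times the highest of the other 16 mice. These 4 mice hold 1 mouse of each of the 4 groups, so neither genotype nor state accounts for the share, and a difference in preparation or sequencing of this run may. No biological explanation was tested.

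CA1-like nuclei made up 19.9% of the nuclei of WT-Awake mouse 12, against 6.77% to 11.0% in the other WT-Awake mice. No technical explanation was tested for it. Fos was at 3.39 CPM in fAD-GA mouse 11, against 0.272 to 0.534 CPM in the other fAD-GA mice. No biological explanation was tested for either.

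The paper does not report DEGs between GA and awake within a genotype. There were 23 in mice labelled WT and 47 in mice labelled fAD. Of the 84 splits of the WT mice into the same group sizes, 1, the real one, gave as many genes, and likewise 1 of 35 of the fAD mice. Chance assignment of mice can be excluded at this level, by splits that took no account of the runs of mouse numbers. A shift between runs of mouse numbers is argued against as the cause, since with the number run as a block the numbers were 325 and 436, with mice 1 to 4 as a block 200 and 164, and all 23 and all 47 genes were called in the same direction in both. Runs of numbers are a guess at the batches. Without mice 1 to 4 the numbers were 0 and 0 (1309 and 1108 genes at an unadjusted p under 0.05), and without 4 mice of other runs, in the 12-mouse set, 0 and 2. Whether the calls rest on mice 1 to 4 or on the number of mice stays open. The numbers fell most among fits without 1 mouse when mouse 14 was left out in WT, to 5, and mouse 2 or 10 in fAD, to 3. For the activity-regulated genes, a family fixed before the data were examined, batch and depth are argued against. Within 4 of 4 runs of mouse numbers that hold both states, every awake mouse had a higher family mean than every GA mouse, and with equal nuclei per mouse the median log2 fold change over the 14 genes still tested was -0.94 in WT and -1.31 in fAD, against -0.86 and -1.21 over 17 genes with all nuclei. In that fit 0 of the 14 genes were called in either genotype, against 2 in each with all nuclei, and the UMIs per mouse still differed. With the UMIs of each mouse thinned to the lowest total of the 16 mice, the median difference in log2 CPM over the 17 genes was -0.73 in WT and -1.02 in fAD, against -0.66 and -1.15 with all UMIs, and the states stayed apart within 4 of 4 runs. A response of these genes to isoflurane is a hypothesis that remains, found and tested on the same data.

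The ketamine mice are not part of the snRNA-seq results of the paper. Against awake mice, they had 47 DEGs in WT (19 higher, 28 lower) and 217 in fAD (101 higher, 116 lower), with 2 ketamine mice per genotype. Npas4 had a log2 fold change of -4.79 in WT (standard error 0.68, adjusted p = 0.00553 by edgeR's test), called in 7 of 8 fits without 1 mouse, and of -2.45 in fAD (standard error 0.49, adjusted p = 0.0212), called in 2 of 5. It had 0 CPM in ketamine mouse 27, so the size of the change in WT depends on the prior count of the fit. Arc had -3.03 and -2.95, called in 2 of 8 and 2 of 5. Without an awake mouse the numbers of DEGs were 9 to 75 in WT and 18 to 94 in fAD. Without mouse 27 (1 in WT) or 25 (2 in fAD), 1 ketamine mouse is left in its group and the spread comes from the other groups alone, so that these fits say little about the mouse left out, and the calls of single genes count 2 such fits per genotype. The number of runs of mouse numbers with both a ketamine and an awake mouse was 0, so batch and ketamine cannot be told apart.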

How the results depend on the processing

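Mice 1 to 4 as a block, the fits without these mice, and nuclei per group with each mouse left out, were chosen after seeing the data; the other alternatives were set before. The cause of a change was not tested unless one is named. 

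The number of DEGs between mice labelled fAD and WT was 0 by edgeR in the awake state (188 genes at an unadjusted p under 0.05), under GA (171) and for the interaction (385), 0 by DESeq2 and with every other alternative run on mice, and 0 to 0 with each mouse left out. The genes at an unadjusted p under 0.05 were 397, 801 and 884 with the number run as a block, and up to 531 (without mouse 1), 618 and 910 (both without mouse 4). With nuclei as units it was 119 awake and 579 under GA. That test does not count the differences between mice as error. The named genes were not called between the genotype labels in any fit on mice. With nuclei as units 34 of these results were called, 12 awake and 22 under GA.

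The numbers for GA against awake moved most. In WT, the 23 genes became 0 in the 12-mouse set, 197 by DESeq2, 2 with equal nuclei per mouse, 12 with genes in at least 10% of nuclei, 71 at Leiden resolution 2, 325 with the number run as a block, 6 with only the 2 groups compared, 200 with run 1 as a block, 0 without the mice of run 1 and 933 with nuclei as units. In fAD, the 47 became 2 in the 12-mouse set, 203 by DESeq2, 2 with equal nuclei per mouse, 30 with genes in at least 10% of nuclei, 436 with the number run as a block, 0 with only the 2 groups compared, 164 with run 1 as a block, 0 without the mice of run 1 and 568 with nuclei as units. With each mouse left out the numbers were 5 to 32 and 3 to 50, the lowest without mouse 14 in WT and without mouse 2 or 10 in fAD. Ketamine against awake gave 140 genes in WT and 486 in fAD by DESeq2, and 1 to 75 and 2 to 94 with each mouse left out, the lowest where only 1 ketamine mouse was left in the group.

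The 35 genes the paper lists as higher in fAD-Awake were lower as a set in mice labelled fAD-Awake (median log2 fold change -0.27, called by camera and not by fry, with a camera p as small in 41 of 84 splits of the mice). They were no longer called with the number run as a block (-0.0227) or run 1 as a block (-0.0370), and the median ran from -0.32 to -0.0155 with each mouse left out, without a call when mouse 2, 14 or 19 was. Under GA the set was higher (median 0.25, called by camera and not by fry, with a camera p as small in 17 of 35 splits), and not called in the 12-mouse set (0.0432) or without mouse 20 (0.0436), with medians up to 0.39. Without mouse 3 the direction of the set test was the opposite, at a median of 0.076. The 54 genes listed as lower were not called in either state (median 0.02 awake, -0.06 to 0.07 with each mouse left out, and 0.07 under GA, -0.05 to 0.13), except awake in the 12-mouse set, where they were higher (0.19).

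Camera called 2 families awake, 1 with run 1 as a block and 0 to 2 with each mouse left out. Under GA it called 5, and 3 with no gene filter, with genes in at least 10% of nuclei, with the number run as a block, in the 12-mouse set and without the mice of run 1, 2 at Leiden resolution 2, and 3 to 6 with each mouse left out. Activity-regulated genes came to -0.000499 with genes in at least 10% of nuclei, with the set test the other way. Oxidative phosphorylation under GA changed the direction of its set test in the 12-mouse set (-0.17) and without mouse 20 (-0.17), and its median without the mice of run 1 (0.16) and without mouse 3 (0.43), and ran down to -0.64 without mouse 4. Ribosomal proteins under GA were not called (-0.18), and were called lower with the number run as a block (-0.28), limma-voom weights (-0.18), doublets kept (-0.18) and equal nuclei per mouse (-0.20), and without mouse 4, 11, 16 (-0.45), 18 or 29. Without mouse 3 they were called higher (0.70). In the awake state the heat shock genes were called higher with equal nuclei per mouse (0.10).

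Between 13 and 19 of the 20 genes of Fig. 1h had the direction of the figure in all fits. The Prnp difference in log2 CPM stayed positive, at 0.46 to 1.69 awake and 0.42 to 1.06 under GA with each mouse left out. CA1-like nuclei in WT-Awake were 4738 at Leiden resolution 2 and 5606 with doublets kept, and 3609 to 4671 with each mouse left out. In 7 other cell classes edgeR called 0 genes between the genotype labels, with 92 to 295 at an unadjusted p under 0.05, and the 0 became 1 in astrocytes under GA and 2 in dentate gyrus granule cells under GA by DESeq2, 1 in oligodendrocytes under GA by DESeq2 and with no gene filter, and 7 in oligodendrocyte precursors in each state with no gene filter. No replicate number is shared between groups, and the fits with the number run as a block compare the mice within runs of consecutive numbers. With 3 mice in the smallest groups, edgeR recovered 22.5% and 23.5% of simulated changes of 2-fold in the awake and GA comparisons.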

Differences from the paper's values

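The paper tested nuclei and the values here rest on mice. The genotype labels, which Prnp leaves in doubt for some mice, bear on every comparison of genotypes below. The paper's number of DEGs is 89 in the awake state, and 0 were called here. With nuclei as units, set before the data were examined, the number was 119, within 1.5 times the paper's, and every other alternative gave 0. The paper's number under GA is 119, and 0 were called here. No alternative came within 1.5 times of it, with 579 for nuclei as units. The paper's numbers of CA1-ExN nuclei are 2807 in WT-Awake and 2497 in fAD-GA, against 5061 and 4911 here. In the 12-mouse set they were 2475 and 3357, within 1.5 times of the paper's, and with doublets kept, at least 500 genes per nucleus or Leiden resolution 2 they were not. With each mouse left out, an alternative chosen after seeing the values, WT-Awake was within it without mouse 12 (3609) or 14 (4144), and fAD-GA without mouse 11 (3737), 15 (3689) or 20 (3357).

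The Source Data of the paper give average log2 fold changes on nuclei for 89 genes in the awake state, and 34 of the 89 had the same sign in mice labelled fAD against WT here. With nuclei as units, whose fold change is on the paper's scale, 37 of 89 had, and of 18 called genes of the list 5 had the paper's direction. The unit of replication alone therefore does not account for the signs. Wrong genotype labels and the paper's batch term were not tested as causes. Values are said to differ where the signs differ or the gap is over 1 standard error of the fold change on mice, which is called the error below. By this rule 20 of 23 named genes in that list differed, 15 of them in sign, and 8 by more than 2 standard errors. Fold changes of summed counts and of nuclei are on different scales, and with nuclei as units 14 of the 23 had the opposite sign. The paper's log2 fold change of Prnp is 0.64, against 1.29 here, and the number run as a block (0.90), the 12-mouse set (0.92) and nuclei as units (0.57) come within the error, as do run 1 as a block (0.92) and the fit without its mice (0.45), both chosen after seeing the values. Without mouse 2 it was within the error too. The paper's value for Pcdh9 is 0.30, against 0.0022 here, and for Kcnn2 0.25, against -0.27 here, and both come within the error only with the number run as a block (0.11 and 0.06). The paper's value for Arpp21 is -0.56, against -0.31 here, within the error without mouse 14, 17 or 19.

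For Snhg11 the paper's value is -0.28, against 0.13 here, for Grin1 -0.27, against 0.089, for Cntn4 0.32, against 0.036, for Jmjd1c 0.26, against 0.062, and for Aplp1 -0.24, against 0.65. Snhg11, Cntn4 and Jmjd1c came within the error without mouse 17, and Grin1 and Aplp1 without mouse 2, and under no other alternative.

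The remaining genes differed under every alternative. The paper's value for Atp6v0b is -0.52, against 0.11 here, and for Kcnq5 0.35, against -0.085. For Ube3a it is 0.35, against -0.39, for Pabpn1 -0.41, against 0.0077, and for Ssbp4 -0.43, against 0.82. For Kansl1l it is 0.38, against -0.42, for AY036118 0.49, against -0.32, and for Nrg3os 0.26, against -0.44. For Aste1 it is 0.37, against -0.75, for Macrod2os1 0.32, against -0.96, and for Pigk 0.26, against -0.54.

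The paper calls the 20 genes of Fig. 1h under GA, and none was called on mice here, while nuclei as units called 15. The paper reports splicing and RNA processing among the GA differences, and that family had an adjusted p of 0.7 here.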

Other observations

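The tests of Prnp within runs, and the other splits for the interaction, the gene families and the paper's lists, were chosen after the results were seen. The tests of the labels of state and genotype and the other splits for the genotype DEGs were set before the results were seen.

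The label groups differ in size from those of the paper, which raises the question of wrong labels. On an axis of 200 genes fitted on the 12-mouse set, each mouse scored without itself, awake mice of the set lay at -0.03 to 0.33 and GA mice at 0.76 to 1.06. Mouse 20, labelled fAD-GA, lay at 0.998, and mice 12 and 13, labelled WT-Awake, at 0.167 and 0.0961, so their labels of state are borne out. Prnp of 9 of the 16 mice lay within the range of the other genotype, so a wrong genotype label of at least 1 mouse remains a candidate explanation. No mouse was regrouped. In 3 of 4 runs of mouse numbers with both labels, a mouse labelled WT had more Prnp than a mouse labelled fAD, which a shift shared by a run cannot give. In 2 of these the 95% Poisson counting intervals do not overlap, which argues against depth. Of the pairs out of order in CA1-like nuclei, only mice 14 and 17 share a state. In the other pairs the mouse labelled fAD was under GA and the mouse labelled WT was awake. A difference by state is therefore not excluded for those pairs. Between the label groups, Prnp was higher in mice labelled fAD in every other cell class tested with edgeR, in both states. The log2 fold changes ran from 0.07 in astrocytes to 1.90 in subiculum or cortical neurons, both under GA, and none was called. All 6 other cell classes examined had mice out of order in at least 1 run, and 3 of the 6 in the same runs as CA1-like nuclei. RNA from other cells in the background was not measured and can carry the order of the mice into every class, so this order alone leaves regulation in CA1 neurons alone open. Mouse 17, labelled fAD, lay below mouse 14, labelled WT, in all 6 classes, with intervals that do not overlap in all 6. In 2 of the 6, oligodendrocyte precursors and subiculum or cortical neurons, their gap (267 and 199 CPM) was larger than in CA1-like nuclei (94.3 CPM) beyond the intervals, more than a background from CA1 neurons can give unless it makes up most of the RNA of a nucleus, which argues against regulation in CA1 neurons alone for these 2 mice. In the run of mice 10 to 13, 4 of the 6 classes were out of order, 2 of them with intervals apart, and in that of mice 18 to 20, 5, of which 1 had intervals apart. Whether labels are wrong, and of which mice, stays open. What the absence of calls between the genotype labels says about genotype therefore stays open too. In CPM before TMM, the pairs were mouse 11 (fAD-GA) at 61.3 and mouse 13 (WT-Awake) at 95.9, mouse 17 (fAD-Awake) at 86.9 and mouse 14 (WT-Awake) at 181, and mouse 20 (fAD-GA) at 106 and mouse 19 (WT-Awake) at 115. The ketamine mice followed their labels, with 162 and 166 CPM, also before TMM, in those labelled fAD and 38.6 and 45.2 CPM in those labelled WT.

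For the numbers of DEGs between the genotype labels, other splits of the mice say nothing about chance, because edgeR called 0 genes for the real labels (188 at an unadjusted p under 0.05 awake, 171 under GA and 385 for the interaction, 0 by DESeq2), which 84 of 84 splits awake, 35 of 35 under GA and 100 of 100 drawn for the interaction reach by construction. The other splits gave at most 1 gene awake, 0 under GA and 2075 for the interaction. For the families, 45 of 84 splits gave as many as the 2 awake calls, so chance cannot be excluded for that number. Under GA 1 of 35, the real one, gave as many as the 5 calls of the main fit, the smallest share that 35 splits allow. That share was not adjusted for the other tests by splits, so chance is not firmly excluded for the GA number either. The splits took no account of the runs of mouse numbers, and the other splits gave up to 6 families awake and up to 4 under GA. The GA number was 3 with the number run as a block, in the 12-mouse set and without mouse 11, 15 or 20, and 2 at Leiden resolution 2, for which chance was not tested and which lie within what the other splits gave. Fry called none. For the 35 genes the paper lists as higher in fAD-Awake, 41 of 84 splits awake and 17 of 35 under GA gave a camera p as small as the real labels, and for the 54 listed as lower 78 of 84 and 30 of 35, so chance can be excluded for neither list.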
